# Amphiregulin couples IL1RL1^+^ regulatory T cells and cancer-associated fibroblasts to impede antitumor immunity

**DOI:** 10.1126/sciadv.add7399

**Published:** 2023-08-23

**Authors:** Runzi Sun, Hongyu Zhao, David Shihong Gao, Andrew Ni, Haochen Li, Lujia Chen, Xinghua Lu, Kong Chen, Binfeng Lu

## Abstract

Regulatory T (T_reg_) cells and cancer-associated fibroblasts (CAFs) jointly promote tumor immune tolerance and tumorigenesis. The molecular apparatus that drives T_reg_ cell and CAF coordination in the tumor microenvironment (TME) remains elusive. Interleukin 33 (IL-33) has been shown to enhance fibrosis and IL1RL1^+^ T_reg_ cell accumulation during tumorigenesis and tissue repair. We demonstrated that IL1RL1 signaling in T_reg_ cells greatly dampened the antitumor activity of both IL-33 and PD-1 blockade. Whole tumor single-cell RNA sequencing (scRNA-seq) analysis and blockade experiments revealed that the amphiregulin (AREG)–epidermal growth factor receptor (EGFR) axis mediated cross-talk between IL1RL1^+^ T_reg_ cells and CAFs. We further demonstrated that the AREG/EGFR axis enables T_reg_ cells to promote a profibrotic and immunosuppressive functional state of CAFs. Moreover, AREG mAbs and IL-33 concertedly inhibited tumor growth. Our study reveals a previously unidentified AREG/EGFR-mediated T_reg_/CAF coupling that controls the bifurcation of fibroblast functional states and is a critical barrier for cancer immunotherapy.

## INTRODUCTION

The cytokine interleukin-33 (IL-33) is a danger-associated molecular pattern that alerts the immune system upon tissue stress or damage (*1*). Under homeostatic conditions, the inactive form of IL-33 is constitutively expressed in the nucleus of epithelial cells, endothelial cells, and fibroblasts, but environmental insult and tissue damage trigger the release of the “alarmin” into the surrounding tissue environment (*1*). IL-33 acts on the multitude of cells that express the IL-33 receptor, IL1RL1 (also called ST2), which include type 1, type 2, and regulatory T lymphocytes, macrophages, mast cells, basophils, dendritic cells (DCs), group 2 innate lymphoid cells (ILC2s), eosinophils, as well as fibroblasts. Through various target cells, IL-33 drives multiple immunological and pathological processes in asthma, allergy, infections, heart diseases, fibrotic diseases, graft-versus-host disease, obesity, and cancer [reviewed in (*2*, *3*)].

Recent studies have used IL-33 as a cancer immunotherapeutic to bolster type 1 immune responses. The basis for these therapies is that IL-33 is markedly down-regulated in high-grade cancers, which might serve as a mechanism to evade antitumor immunity (*4*, *5*). In addition, immune checkpoint inhibitors (ICIs)—which remove the “brakes” of antitumor immunity—require IL-33 in the tumor to achieve therapeutic efficacy (*6*–*8*). Furthermore, many studies have shown that treatment with IL-33 or overexpression of IL-33 in tumor cells inhibits tumor progression through boosting type 1 antitumor immune responses in vivo (*9*–*12*). Combination of IL-33 with ICIs produces additive type 1 immune responses and antitumor efficacy (*6*, *12*).

In addition to promoting immune responses, IL-33 expands a population of IL1RL1^+^ “tissue” T regulatory cells (*13*–*17*). IL1RL1^+^ T_reg_ cells were initially thought to play immunosuppressive and anti-inflammatory roles (*13*, *18*–*21*). However, recent studies have demonstrated that the IL1RL1^+^ T_reg_ cells are directly involved in nonimmune regulatory roles in tissue repair and maintaining barrier tissue integrity (*17*, *22*–*24*). The tissue remodeling capacity of IL1RL1^+^ T_reg_ cells has shown to be mediated by the expression of epidermal growth factor receptor (EGFR) ligand amphiregulin (AREG), which promotes the development and homeostasis of various organs, including the mammary, ovary glands, and visceral adipose tissue (VAT), and tissue repair following infection by a myriad of pathogens [reviewed in (*25*, *26*)]. The presence of IL1RL1^+^ T_reg_ cells in the tumor promotes tumor progression (*16*, *27*–*32*). Yet, the mechanisms—specifically the target cell types and molecular interactions—used by IL1RL1^+^ T_reg_ cells to alter the tumor microenvironment (TME) and promote tumorigenesis remain unknown.

It is well established that IL-33 promotes fibrosis in many pathological settings such as liver fibrosis, pancreatitis, kidney diseases, rheumatoid arthritis, and asthma (*33*–*37*). In addition, it has been demonstrated that cancer-associated fibroblast (CAF)–derived IL-33 directly promotes tumorigenesis and metastasis (*38*, *39*). CAFs have been shown to suppress immune responses through promoting T_reg_ cell accumulation in human cancer tissues (*40*, *41*). Both costimulatory molecules and immune checkpoint molecules have been shown to directly mediate the interaction between CAFs and T_reg_ cells (*41*). Notably, IL-33 produced by stromal cells has been involved in cross-talk between IL1RL1^+^ T_reg_ cells and mesenchymal cells in the VAT (*42*, *43*). These findings raise the question of whether IL-33 promotes cross-talk between T_regs_ and CAFs and thereby enhances T_reg_-mediated immune suppression in the TME.

In this study, we aimed to further dissect the IL-33–driven immune cellular network in tumors. We used paired single-cell RNA and T cell receptor (TCR) sequencing (scRNA-seq and scTCR-seq) to reveal the cellular composition and genetic programming of T lymphocytes in tumors that expressed a high level of IL-33. We further investigated how IL1RL1 signaling in T_reg_ cells affected IL-33–mediated antitumor immunity. Last, we focused on determining whether the AREG/EGFR axis is involved in mediating T_reg_ cell/CAFs cross-talk in the TME and its significance in IL-33–mediated antitumor immunity.

## RESULTS

### IL-33 drives robust CD8^+^ T cell responses

To study how IL-33 shapes immune responses in the tumor, we used a transplant mouse model of an engineered B16 melanoma cell line that overexpressed the secreted form of IL-33 (B16–IL-33) (*10*). Consistent with previous reports, overexpression of IL-33 significantly inhibited tumor growth and the antitumor efficacy of IL-33 required host IL-33 receptor IL1RL1 (fig. S1, A and B) (*10*). 

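Single-cell sequencing was run on 1 pool of T cells from both kinds of tumor, and 1 gene expression library, 1 hashtag library and 1 TCR library of that pool were analysed. The authors deposited the gene expression library as counts of unique molecular identifiers (UMIs) per gene and cell barcode, made with Cell Ranger 3.1.0 and without normalization, for 14035 barcodes. These counts comprised 43420305 UMIs on 31053 mouse genes and 8562 UMIs, 0.0197% of all, on the 33538 human genes of the same combined reference. The hashtag library holds, per barcode, counts of UMIs for 4 antibody tags, 2 named for B16 and 2 for B16–IL-33 tumors, and for sequences that matched no tag. Tag UMIs numbered 1730, of which 554 and 929 came from the B16 tags and 102 and 145 from the B16–IL-33 tags, whereas 22837655 UMIs matched no tag. Seurat's HTODemux, which assigns cells to tags, gave no calls at a quantile of 0.99 or 0.95, either on the 11756 barcodes found in both libraries or on the 1234 of them with a tag UMI. A rule of at least 10 tag UMIs with at least 80% from 1 tag called 0 cells. Each cell was therefore given a tumor, by a rule chosen after the data were seen, if it had at least 1 tag UMI and all its tag UMIs came from tags of 1 tumor. Of 8946 quality-filtered cells in the hashtag library, 939 were given a tumor this way. Another 5 cells (counting interval 1.62 to 11.7) carried tags of both tumors, and 13.3 would have if tags fell on cells independently. The tag names do not state whether the 2 tags of a tumor mark different mice, so each tumor was 1 sample without replicates, and no p-value is given for any difference between tumors. How the UMIs of each tag relate to the number of cells loaded is not known, so numbers of cells by tumor are not comparable, and shares were compared instead. Ranges in parentheses after a value are 95% intervals that cover counting error only. Intervals are exact binomial (Clopper-Pearson) for shares, exact Poisson for counts and for normalized counts (CPM, the summed UMIs of a gene scaled to the total UMIs of the same cells), exact conditional binomial for ratios of CPM, and combined from the Clopper-Pearson bounds of both shares (square-and-add) for differences between shares.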

We performed paired scRNA-seq and scTCR-seq of TCR-β^+^ T cells from control B16 and B16–IL-33 tumors on day 9 post-tumor inoculation (fig. S1C). Our data consisted of 11,022 cells that belonged to three main T cell lineage populations: CD4^+^Foxp3^−^ conventional T (T_conv_) cells, CD4^+^Foxp3^+^ T_reg_ cells, and CD8^+^ T cells (fig. S1, D to F). 

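The filter in the paper's methods, 200 to 2500 detected genes per cell, under 5% mitochondrial UMIs and genes detected in at least 4 cells, kept 9078 cells with 26606999 UMIs in all. These cells had a median of 2467 UMIs (from 254 to 14063) and a median of 1051 detected genes. Gene names in the files carry a genome prefix, and the 13 mitochondrial genes were recognized after its removal. The number of cells moved most, to 11045, without the mitochondrial limit, an alternative chosen after the data were seen. After log-normalization in Seurat, 50 principal components of 2000 variable genes were clustered at a resolution of 0.8, which gave 16 clusters. Each cluster was assigned a lineage from its summed UMIs of CD3 genes, *Cd4*, *Cd8a*, *Cd8b1* and *Foxp3*, and cells of mixed clusters from their own UMIs. T_reg_ cells numbered 3539 (39.0% of cells), T_conv_ cells 3405 (37.5%) and CD8+ T cells 1202 (13.2%). Another 585 cells (6.44%) belonged to clusters of non-T cells, and 347 cells (3.82%) with a median of 518 UMIs were left unnamed. *Foxp3* (ENSMUSG00000039521, chromosome X, 7573644 to 7595245 in GENCODE vM21 on GRCm38) reached 593 CPM (578 to 608) in T_reg_ cells, 28.4 CPM (25.0 to 32.1) in T_conv_ cells and 22.1 CPM (18.1 to 26.7) in CD8+ T cells. With each cell thinned to 1500 UMIs, a *Foxp3* UMI was found in 56.5% of T_reg_ cells and in 3.63% of T_conv_ cells, against 71.9% and 5.96% before thinning; 840 T_reg_ and 543 T_conv_ cells with fewer UMIs were left out. Median depths were 2524 UMIs in T_reg_, 2355 UMIs in T_conv_ and 3420.5 UMIs in CD8+ T cells. *Cd4* (ENSMUSG00000023274, chromosome 6, 124864692 to 124888221) reached 263 CPM in T_reg_ and 249 CPM in T_conv_ cells but 27.2 CPM in CD8+ T cells, where *Cd8a* (ENSMUSG00000053977, chromosome 6, 71373427 to 71379173) reached 465 CPM. *Cd8a* stood at 9.79 CPM in T_reg_ and 14.2 CPM in T_conv_ cells. As the lineages were assigned with these 3 genes, their levels describe the assignment and do not test it.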

We found increased accumulation of T_reg_ cells and CD8^+^ T cells and decreased accumulation of T_conv_ cells in B16–IL-33 compared to B16 tumors (fig. S1G).

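Among cells of the 3 lineages, 724 carried a B16 tag and 130 a B16–IL-33 tag. T_reg_ cells made up 48.6% (44.9 to 52.3) of the B16 cells and 63.8% (55.0 to 72.1) of the B16–IL-33 cells, a difference of 15.2 percentage points (5.60 to 24.3). T_conv_ cells made up 38.7% (35.1 to 42.3) and 20.8% (14.2 to 28.8), a difference of -17.9 percentage points (-25.5 to -9.15). Both differences exceeded counting error but have no replicate check. A tag was found in 12.3% (11.2 to 13.4) of T_reg_, 9.02% (8.07 to 10.03) of T_conv_ and 9.32% (7.73 to 11.1) of CD8+ T cells, so tagged cells over-represent T_reg_ cells, which made up 43.4% of all cells of the 3 lineages and 50.9% (47.5 to 54.3) of the tagged ones. CD8+ T cells made up 12.7% (10.4 to 15.4) and 15.4% (9.66 to 22.8), and the difference of 2.68 percentage points (-3.63 to 10.4) was not detectable at this depth. The share of T_reg_ cells was 43.1% and 52.0% for the individual B16 tags and 60.4% and 66.2% for the B16–IL-33 tags. Of the alternatives, assigning the lineage from each cell's own UMIs moved the T_reg_ difference most, to 12.6 percentage points, and the CD8+ difference became -1.50 percentage points without an upper limit on detected genes.

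**Figure D1:**
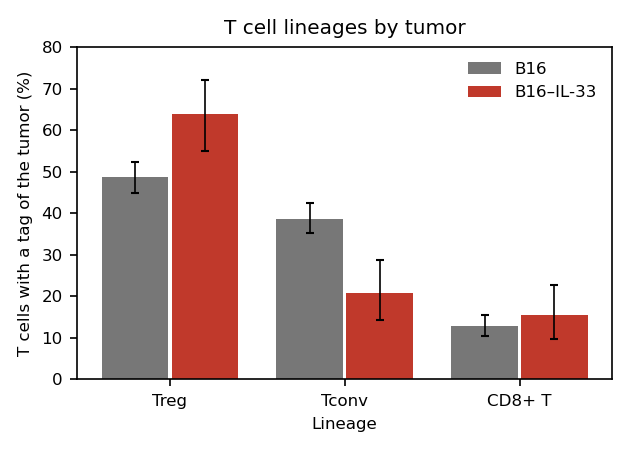
Share of each lineage, in percent of tagged T cells, for 724 B16 and 130 B16–IL-33 cells, with 95% Clopper-Pearson intervals for counting error. T_reg_ cells took 48.6% of B16 and 63.8% of B16–IL-33 cells, and the intervals of the CD8+ shares overlap.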

We first analyzed whether there were any transcriptional differences between CD8^+^ T cells in B16–IL-33 versus B16 tumors. 

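The 1202 CD8+ T cells of the whole library were clustered again without the genes whose levels are reported for the clusters and without TCR genes, so that these levels are not the product of the clustering. Clusters were named from marker lists that were taken from the paper's figures before the data were examined, and a name stands for resemblance to those lists only. Of 6 clusters, 5 could be named: naïve-like (349 cells, 29.0%), effector-like (312 cells, 26.0%), cytotoxic-like (208 cells, 17.3%), exhausted-like (208 cells, 17.3%) and proliferating-like (91 cells, 7.57%). No cluster matched the memory list. The remaining cluster of 34 cells (2.83%) was led by *Ccl1*, *Xcl1* and *Cd70*; it was closest to the exhausted list, with 8 raised markers, but was left unnamed because 1 of its 10 leading genes was a marker of another list and none was of the exhausted list. The genes with the highest fold over other CD8+ T cells were *Klra1*, *Klra6* and *Klra7* among those of the naïve-like cluster and the interferon-induced genes *Ifit3*, *Mx1* and *Isg15* among those of the effector-like cluster. The cytotoxic-like cluster was led by *S1pr5*, *Zeb2*, *Cx3cr1* and *Gzma*, the exhausted-like cluster by *Ndrg1*, *Gzmf* and the metallothionein genes *Mt1* and *Mt2*, which respond to stress, and the proliferating-like cluster by *Neil3* and *Ttk*. Median depths ranged from 1926 UMIs per cell in the cytotoxic-like to 6654 UMIs in the proliferating-like cluster.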

CD8^+^ tumor-infiltrating lymphocytes (TILs) could be grouped into six clusters that corresponded to naïve, memory, effector, cytotoxic, exhausted, and proliferating clusters (Fig. 1, A to C, and fig. S2, A and B). The trajectory analysis revealed that differentiation of the CD8^+^ TILs consisted of three paths: naïve → memory, naïve → effector → cytotoxic, and naïve → effector → exhausted → proliferative (Fig. 1A). We also grouped the clusters using hierarchical clustering based on the transcriptional programs of the cells in each cluster (fig. S2A). The clusters belonging to each path could be grouped together. 

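The summed UMIs of each cluster were scaled to CPM, log2-transformed and centered for 6478 genes with a mean of at least 10 CPM, and the clusters were joined by average linkage on 1 minus Pearson's correlation. The effector-like and cytotoxic-like clusters joined first, at a distance of 0.666, and the naïve-like cluster joined them at 0.868. The exhausted-like and proliferating-like clusters joined each other at 0.907, and the 2 branches met at 1.20. The unnamed cluster joined last, at 1.39. Across genes, which are not independent replicates, the correlation was 0.334 between the effector-like and cytotoxic-like clusters, 0.100 between the effector-like and exhausted-like clusters and 0.0926 between the exhausted-like and proliferating-like clusters.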

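*Tcf7* (ENSMUSG00000000782, chromosome 11, 52252371 to 52283014), which encodes a transcription factor of early T cells, reached 326 CPM (296 to 358) in the naïve-like cluster and 89.1 CPM (79.5 to 99.6) in the other CD8+ clusters together, a ratio of 3.66 (3.16 to 4.24). *Ccr7* (ENSMUSG00000037944, chromosome 11, 99144196 to 99155077), a chemokine receptor gene, reached 160 CPM (139 to 183) and 30.2 CPM (24.7 to 36.5), a ratio of 5.30 (4.18 to 6.76). At a resolution of 1.4, the ratio was 3.67 for *Tcf7* and 4.90 for *Ccr7*. *Ccr7* was also present in the exhausted-like cluster, at 45.9 CPM (34.8 to 59.5).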

Naïve and memory CD8^+^ TILs expressed *Tcf-7*, *Sell*, and *Ccr7*. 

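*Ifng* (ENSMUSG00000055170, chromosome 10, 118441046 to 118445892), which encodes interferon-γ, reached 361 CPM (331 to 393) in the effector-like and cytotoxic-like clusters together and 305 CPM (287 to 324) in the other CD8+ clusters, a ratio of 1.18 (1.06 to 1.32). *Gzmb* (ENSMUSG00000015437, chromosome 14, 56258838 to 56262260), which encodes granzyme B, reached 1176 CPM (1122 to 1233) and 1032 CPM (998 to 1067), a ratio of 1.14 (1.08 to 1.21). By cluster, *Gzmb* was highest in the exhausted-like cluster, at 1803 CPM (1729 to 1880), followed by the proliferating-like cluster, at 1465 CPM (1371 to 1565), and the effector-like cluster, at 1249 CPM (1182 to 1318). It was 1001 CPM (908 to 1100) in the cytotoxic-like cluster and 113 CPM (95.6 to 132) in the naïve-like cluster. The other clusters in the *Ifng* ratio include the unnamed cluster of 34 cells, at 1940 CPM with 363 UMIs, which lowers that ratio.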

Effector and cytotoxic cells expressed *Ifng* and *GzmB*. Exhausted and proliferative cells expressed immune checkpoint molecules, such as *Pdcd1*, *Havcr2*, *Tigit*, and *Lag3* (Fig. 1C and fig. S2B).

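In the exhausted-like and proliferating-like clusters together, *Pdcd1* (ENSMUSG00000026285, chromosome 1, 94038305 to 94052553) reached 213 CPM (192 to 235), against 93.7 CPM (83.0 to 105) in the other CD8+ clusters, a ratio of 2.27 (1.95 to 2.66). *Havcr2* (ENSMUSG00000020399, chromosome 11, 46454935 to 46481255) reached 111 CPM (96.2 to 127) and 21.7 CPM (16.7 to 27.6), a ratio of 5.11 (3.85 to 6.87). *Lag3* (ENSMUSG00000030124, chromosome 6, 124904361 to 124911705) reached 303 CPM (278 to 329) and 71.3 CPM (62.1 to 81.6), a ratio of 4.24 (3.62 to 4.99). *Tigit* (ENSMUSG00000071552, chromosome 16, 43648867 to 43664146) had the smallest ratio, 1.28 (1.10 to 1.48), with 179 CPM and 140 CPM, and 1.13 (0.974 to 1.32) at a resolution of 1.4. It was at 214 CPM (189 to 241) in the exhausted-like but 109 CPM (83.9 to 138) in the proliferating-like cluster. The effector-like cluster also held *Pdcd1*, at 186 CPM (160 to 214), and *Tigit*, at 196 CPM (170 to 225). After thinning, a *Lag3* UMI was found in 35.4% (28.7 to 42.4) of cells of the exhausted-like cluster and in 4.45% (2.51 to 7.24) of cells of the naïve-like cluster, against 66.3% and 8.31% before thinning.

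**Figure D2:**
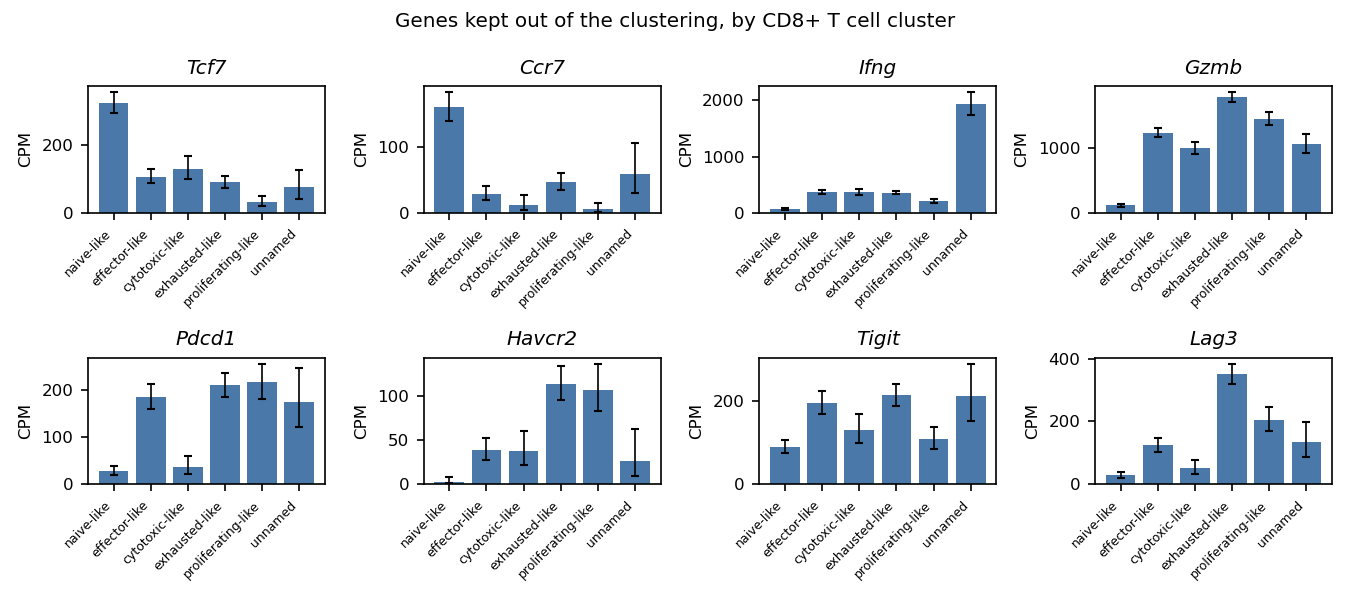
Normalized counts (CPM) of the reported genes in each of the 6 CD8+ clusters, with 95% Poisson intervals for counting error. *Gzmb* was highest in the exhausted-like cluster at 1803 CPM, and *Havcr2* was highest in the exhausted-like and proliferating-like clusters.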

**Fig. 1.**
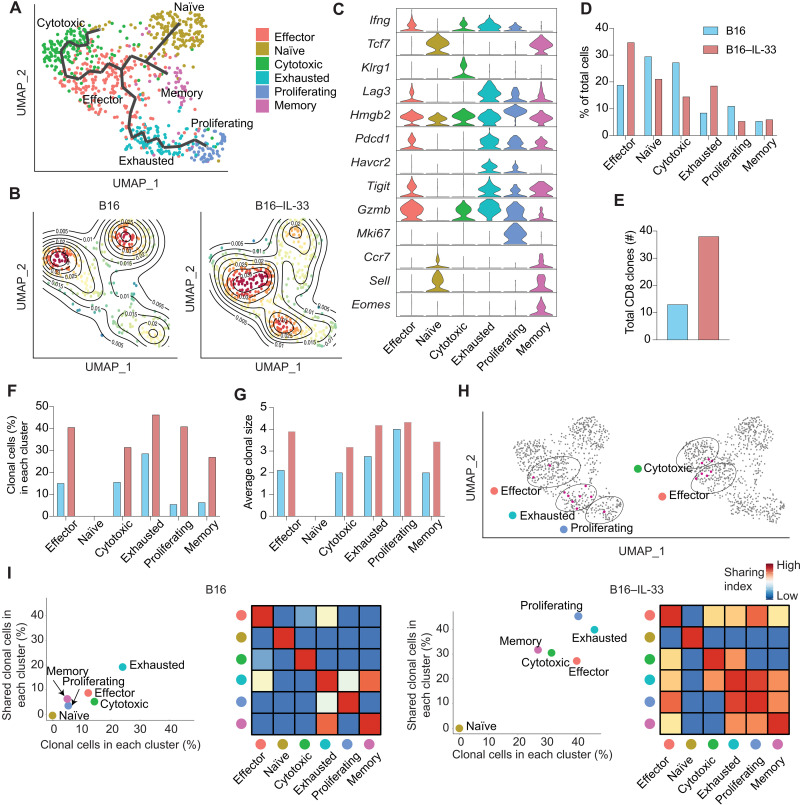
scRNA-seq analysis of CD8^+^ T cells in the TME of B16 and B16–IL-33. (**A**) UMAP dimensionality reduction projects CD8^+^ T cells from B16 and B16–IL-33 tumors to two dimensions showing six subclusters differentiated by color and trajectory analysis of different CD8 clusters. Each point represents a single cell, with cells of similar gene expression profiles positioned closer together in the projection. (**B**) Density plot for CD8^+^ T cells in the B16 (left) and B16–IL-33 (right) conditions. (**C**) Violin plot shows the expression of the top marker gene for all six clusters based on adjusted *P* value and log_2_ fold change (log_2_FC). (**D**) Bar plot showing the percentage of cells in each CD8^+^ T cell cluster based on tumor origin (B16 versus B16–IL-33). (**E**) Bar plot showing the total unique TCR clones in all CD8 clusters from B16 or B16–IL-33. (**F**) Bar plot showing the percentage of clonally expanded cells in each CD8^+^ T cell cluster. (**G**) Bar plot showing the average clonal size in each CD8^+^ T cell cluster. (**H**) Distribution of two representative CD8 clones on the UMAP plot. (**I**) Scatter plot comparing the percent of clonal cells (*x*) and percent of shared clonal cells in each cluster (*y*). The heatmap in the right panel depicts the percent of clonal cells shared between clusters.

The analysis further showed that IL-33 led to a marked change in the composition of the CD8^+^ T cell subsets. B16–IL-33 tumors had an increased percentage of cells in the effector and exhausted clusters (Fig. 1, B and D). These two clusters highly expressed *Ifng*, the CD8^+^ T cell effector cytokine. 

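Of the CD8+ T cells, 92 carried a B16 tag and 20 a B16–IL-33 tag. The effector-like cluster held 27 of 92 cells (29.3%, 20.3 to 39.8) from B16 and 5 of 20 cells (25.0%, 8.66 to 49.1) from B16–IL-33 tumors, a difference of -4.35 percentage points (-23.7 to 21.4). The exhausted-like cluster held 10 (10.9%, 5.34 to 19.1) and 4 (20.0%, 5.73 to 43.7), a difference of 9.13 percentage points (-7.33 to 33.4). The naïve-like cluster held 29 cells (31.5%) from B16 and 4 from B16–IL-33 tumors, the cytotoxic-like cluster 19 (20.7%) and 3 (15.0%), and the proliferating-like cluster 7 (7.61%) and 4. None of the 5 differences between tumors was detectable at this depth. Under the alternatives, the exhausted-like difference ranged from 5.08 to 15.2 percentage points, and the effector-like difference ranged from -10.6 to 0.652 percentage points, with a sign that changed when all variable genes were used for clustering or doublets were left out. Cluster names were rebuilt, so that shares may differ from those of Fig. 1D for that reason as well.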

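*Ifng* was at 362 CPM (326 to 400) in the effector-like, 361 CPM (306 to 422) in the cytotoxic-like and 359 CPM (327 to 394) in the exhausted-like cluster, values that differed by less than counting error. It was lower in the proliferating-like cluster, at 212 CPM (177 to 252), and in the naïve-like cluster, at 68.8 CPM (55.4 to 84.3). The unnamed cluster of 34 cells had the highest level, 1940 CPM (1745 to 2150). After thinning, an *Ifng* UMI was found in 27.4% (22.5 to 32.7) of cells of the effector-like and 28.8% (22.6 to 35.6) of the exhausted-like cluster, and in 7.12% (4.62 to 10.4) of the naïve-like cluster; before thinning the shares were 42.0%, 55.8% and 13.2%. By tumor, *Ifng* in all CD8+ T cells was at 180 CPM (139 to 228) in B16 and 182 CPM (104 to 296) in B16–IL-33 tumors, with 67 and 16 UMIs, and no difference was detectable. The cells of the B16 tags differed from each other, at 354 CPM (253 to 483) and 102 CPM (67.1 to 148). *Gzmb* in CD8+ T cells was at 585 CPM (510 to 668) in B16 and 1297 CPM (1070 to 1558) in B16–IL-33 tumors.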

We next performed flow cytometry to see whether production of the interferon-γ (IFN-γ) protein was increased in CD8^+^ TILs from B16–IL-33 tumors. Consistently, we found either treatment with IL-33 or overexpression of IL-33 in tumor cells significantly increased the percentage of IFN-γ^+^ CD8^+^ T cells in the TME (fig. S2, C and D).

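The TCR library of the pool was used as the authors deposited it, as Cell Ranger's table of filtered contigs with counts of UMIs per assembled contig and clonotypes called over the whole pool. It lists 7857 barcodes, 19026 contigs with a median of 3 UMIs each, of which 5108 were not productive, and 7230 clonotypes. Of its barcodes, 6665 were found in the gene expression library, and 5448 were among the quality-filtered cells. A clonotype was assigned to 901 CD8+ T cells, which formed 768 clones. A clone with at least 2 CD8+ T cells in the library was called expanded, and 76 clones with 209 cells (23.2%, 20.5 to 26.1) met this definition, with a mean of 2.75 and at most 14 cells per clone. Of the alternatives, a minimum of 3 cells per expanded clone moved this share most, to 11.2%, and clones defined by the beta chain alone gave 34.0%. As few cells carry a tag, the size of a clone was counted over the whole library and not within a tumor, a departure from the design set before the data were examined. The share of a tumor's cells in expanded clones therefore rises with the number of its cells in the library. That number is not known, and no interval covers it.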

We next examined clonal expansion in various CD8^+^ TIL subsets using the paired scTCR-seq data. 

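In the naïve-like cluster, 0 of 252 cells with a clonotype belonged to an expanded clone, which allows a share of up to 1.19%. These included 22 cells with a B16 tag and 4 cells with a B16–IL-33 tag. The share was 34.4% (28.5 to 40.7) in the effector-like, 34.5% (27.4 to 42.1) in the exhausted-like and 35.1% (24.5 to 46.8) in the proliferating-like cluster. It was 22.1% (15.1 to 30.5) in the cytotoxic-like cluster, where 27 of 122 cells belonged to expanded clones.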

The naïve population consisted of only single TCR clones in both B16 and B16–IL-33 tumors. In each remaining cluster, CD8^+^ TILs in B16–IL-33 tumors had a higher percentage of clonally expanded cells and a larger average clonal size (Fig. 1, F and G) than that of in B16 tumor. These data indicate that IL-33 caused marked clonal expansion of CD8^+^ TILs. 

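Of CD8+ T cells with a tag and a clonotype, 11 of 75 (14.7%, 7.56 to 24.7) from B16 and 7 of 18 (38.9%, 17.3 to 64.3) from B16–IL-33 tumors belonged to expanded clones. The difference was 24.2 percentage points (0.402 to 50.6), and the interval, which excludes 0 narrowly, has no replicate check. It treats cells as independent, but the 11 and 7 expanded cells came from 9 and 5 clones. Cells of 1 clone are thus counted more than once, and the interval is too narrow to decide whether 0 is excluded. The same limit holds for the other intervals on cells in expanded clones. The difference was 55.4 percentage points with the tags numbered 1 alone and 4.72 percentage points with the tags numbered 2 alone, a split chosen after the data were seen. With clones defined by the beta chain, it was 12.0 percentage points, from 24 of 74 cells in B16 and 8 of 18 cells in B16–IL-33 tumors (-13.8 to 38.9), and with paired chains 17.6 percentage points, from 16 of 56 and 6 of 13 cells (-12.6 to 48.4), both within counting error. The expanded cells from B16 tumors belonged to clones with a mean size of 2.73 cells and those from B16–IL-33 tumors to clones with a mean size of 7.29 cells, both sizes taken over the whole library. By cluster, cells with a B16 and a B16–IL-33 tag were in expanded clones in 6 of 23 and 2 of 4 cells of the effector-like, 4 of 14 and 1 of 3 of the cytotoxic-like, 1 of 9 and 1 of 4 of the exhausted-like and 0 of 7 and 3 of 3 of the proliferating-like cluster, and only the last difference exceeded counting error, on 10 cells. Of the 76 expanded clones, 9 had a cell with a B16 tag, 5 had a cell with a B16–IL-33 tag, none had both, and 62 had no tagged cell.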

The total number of clones was higher in B16–IL-33 tumors compared to B16 tumors, indicating that IL-33 also increases the clonal diversity of CD8^+^ TILs (Fig. 1E). These data indicated that IL-33 led to clonal expansion of CD8^+^ TILs.

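The 75 tagged B16 cells with a clonotype held 73 distinct clones and the 18 tagged B16–IL-33 cells held 16, numbers that follow the number of tagged cells. With the B16 cells drawn down at random to 18 cells in 1000 draws, a mean of 17.9 distinct clones was found, against 16 among the B16–IL-33 cells. In the same draws, clones counted within the drawn cells alone gave a mean of 1.59% of B16 cells in expanded clones, against 22.2% of the B16–IL-33 cells.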

Last, we studied whether clonally expanded CD8^+^ T cells differentiated into multiple clusters, which is evidence for functional diversification. We investigated the expanded clones projected on the Uniform Manifold Approximation and Projection (UMAP) to study the differentiation trajectory of individual T cell clones. One representative clone is present in all the clusters of the effector → exhausted → proliferating path, and another clone took an effector → cytotoxic path (Fig. 1H). 

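Of the 76 expanded CD8+ clones, 46 had cells in at least 2 of the 6 clusters. Clones with cells in both the effector-like and the exhausted-like cluster numbered 18, those in the effector-like and the proliferating-like cluster 12, those in the effector-like and the cytotoxic-like cluster 10, and those in the exhausted-like and the proliferating-like cluster 7. Cells in all of the effector-like, exhausted-like and proliferating-like clusters were found for 2 clones. No expanded clone had a cell in the naïve-like cluster.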

We then studied all the expanded clones collectively. In B16 tumors, 20% of clonally expanded cells from the exhausted population had clones present in the other clusters, mostly the proliferating cluster (Fig. 1I, left panels). Cells in all other clusters had little clonal expansion and did not share clones with other clusters. In contrast, B16–IL-33 tumors, in all clusters—except for the naïve cluster—had more than 25% of clonally expanded cells shared with other clusters (Fig. 1I, right panels, and fig. S2F). Collectively, our scRNA-seq data show that overexpression of IL-33 in B16 tumors drives robust accumulation, clonal expansion, and functional diversification of CD8^+^ TILs.

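Over the whole library, 65.6% (58.7 to 72.0) of cells of expanded CD8+ clones belonged to a clone with cells in another cluster. The share was 59.3% (48.2 to 69.8) in the effector-like, 63.0% (42.4 to 80.6) in the cytotoxic-like, 67.8% (54.4 to 79.4) in the exhausted-like and 77.8% (57.7 to 91.4) in the proliferating-like cluster, intervals that overlap. Defining clones by the beta chain alone gave 77.5%, which moved the share most. Sharing was not computed by tumor, because the expanded clones include only 11 B16 and 7 B16–IL-33 tagged cells. From the accumulation, expansion and sharing of clones in B16–IL-33 tumors, the paper concludes that IL-33 drives clonal expansion and functional diversification of CD8+ TILs.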

### IL-33 increases accumulation of IL1RL1^+^ T_reg_ cells

We used our scRNA-seq data to examine T_reg_ cells from B16 and B16–IL-33 tumors. 

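The 3539 T_reg_ cells were clustered again as described for CD8+ T cells, with their own reported genes held out. Of 7 clusters, 6 were named from the marker lists: 1 eT_reg_-like cluster of 891 cells (25.2%), 1 ifnT_reg_-like cluster of 700 cells (19.8%), 2 preT_reg_-like clusters of 648 cells (18.3%) and 513 cells (14.5%), 1 hyperT_reg_-like cluster of 185 cells (5.23%) and 1 prolT_reg_-like cluster of 130 cells (3.67%). A further cluster of 472 cells (13.3%) with a median of 918.5 UMIs, led by *Csf1*, *Havcr2* and *Itgb8*, was left unnamed. The larger preT_reg_-like cluster was led by *Ccr3* and by the heat shock genes *Dnajb1*, *Hspa1a* and *Hspa1b*, and the smaller by *Tcf7*, *Ccr7* and *Bcl2*. *Il1rl1* was also among the 10 leading genes of the larger but, as a held-out gene, was not counted when that cluster was named. The eT_reg_-like cluster was led by *Mt3*, *Nkg7* and *Rapsn*. *Fos* (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273) was highest in the larger preT_reg_-like cluster, at 1141 CPM (1076 to 1209), as were *Jun* (ENSMUSG00000052684, chromosome 4, 95049034 to 95052222), at 770 CPM (717 to 827), and *Klf2* (ENSMUSG00000055148, chromosome 8, 72319033 to 72321656), at 1575 CPM (1498 to 1655). In the smaller, they were at 633 CPM (599 to 667), 435 CPM (407 to 464) and 814 CPM (777 to 854), and in the eT_reg_-like cluster at 334 CPM (314 to 355), 289 CPM (270 to 308) and 211 CPM (195 to 228). The unnamed cluster had more *Fos* than the smaller, at 778 CPM (701 to 861), and less *Klf2*, at 417 CPM (361 to 478). Its *Jun*, at 699 CPM (627 to 778), was above the smaller and overlapped the larger. The ifnT_reg_-like cluster had more *Klf2* than the smaller, at 965 CPM (924 to 1008), and less *Fos*, at 563 CPM (532 to 596). Checkpoint genes were highest in the unnamed cluster, with *Ctla4* (ENSMUSG00000026011, chromosome 1, 60887000 to 60915832) at 3089 CPM (2934 to 3249) and *Tnfrsf9* (ENSMUSG00000028965, chromosome 4, 150914562 to 150946102) at 3557 CPM (3391 to 3729). In the eT_reg_-like and hyperT_reg_-like clusters, *Ctla4* was at 1176 CPM (1138 to 1215) and 1479 CPM (1395 to 1566) and *Tnfrsf9* at 1159 CPM (1121 to 1197) and 1756 CPM (1664 to 1851). The ifnT_reg_-like cluster had more *Ctla4* than either, at 1662 CPM (1608 to 1718), and more *Tnfrsf9* than the eT_reg_-like cluster, at 1810 CPM (1753 to 1868), which differed from the hyperT_reg_-like cluster by less than counting error, and the larger preT_reg_-like cluster had *Ctla4* at 1254 CPM (1185 to 1325). *Lag3* was at 562 CPM (536 to 589) in the eT_reg_-like and 172 CPM (144 to 203) in the hyperT_reg_-like cluster, *Tigit* at 872 CPM (839 to 905) and 504 CPM (456 to 557), *Havcr2* at 72.5 CPM (63.4 to 82.6) and 68.6 CPM (51.5 to 89.5), and *Pdcd1* at 88.9 CPM (78.7 to 100.01) and 43.2 CPM (29.9 to 60.4).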

The cells formed six clusters corresponding to pre-effector (preT_reg_), IL1RL1 (IL1RL1^+^ T_reg_), effector (eT_reg_), hyperactivated effector (hyperT_reg_), interferon-signature (ifnT_reg_), and proliferating (prolT_reg_) T_regs_ (Fig. 2, A to C). preT_regs_ expressed early activation genes, including *Fos*, *Jun*, and *Klf2*. eT_regs_ and hyperT_regs_ expressed immune checkpoint molecules, including *Pdcd1*, *Havcr2*, *Tigit*, *Lag3*, and *Ctla4*, as well as the costimulatory molecule *Tnfrsf9*. 

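*Isg15* (ENSMUSG00000035692, chromosome 4, 156199424 to 156200818), an interferon-induced gene, was at 774 CPM (737 to 813) in the ifnT_reg_-like cluster, and the next highest cluster, the smaller preT_reg_-like cluster, had 308 CPM (285 to 333). In the same 2 clusters, *Irf7* (ENSMUSG00000025498, chromosome 7, 141262706 to 141266481) was at 151 CPM (135 to 168) and 78.3 CPM (66.9 to 91.0). *Ifit1* (ENSMUSG00000034459, chromosome 19, 34640871 to 34650009) was at 141 CPM (126 to 158) and 46.1 CPM (37.5 to 56.2), and *Ifit3* (ENSMUSG00000074896, chromosome 19, 34583531 to 34588731) at 63.0 CPM (52.8 to 74.6) and 28.0 CPM (21.3 to 36.0). *Mki67* (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361), a gene of dividing cells, was at 373 CPM (331 to 419) in the prolT_reg_-like cluster and at most 122 CPM (92.7 to 157) in the others. *Cdk1* (ENSMUSG00000019942, chromosome 10, 69335146 to 69352938) was at 81.2 CPM (62.3 to 104) and at most 5.17 CPM (2.58 to 9.25).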

IfnT_regs_ expressed genes that typically induced by interferons such as *Irf7*, *Ifit1*, *Ifit3*, and *Isg15*, and prolT_regs_ expressed genes that are involved in cell proliferation such as *Mki67* and *Cdk1*. 

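No cluster was given the IL1RL1+ T_reg_ name with the main settings, where *Il1rl1* was held out of the clustering and was not counted as a marker in the naming. The unnamed cluster was closest to that list, with 5 raised markers, but was left unnamed because 1 of its 10 leading genes was a marker of another list and none was of this one. A cluster with that name appeared with all variable genes, 20 principal components, a resolution of 1.4 or a mitochondrial limit of 10%. Clusters were therefore grouped, by a rule chosen after the data were seen, by whether *Il1rl1* (ENSMUSG00000026069, chromosome 1, 40429570 to 40465415), the gene of the IL-33 receptor, lay above its level in all T_reg_ cells, 129 CPM (123 to 136). This held for 4 clusters with 2005 cells, the larger preT_reg_-like cluster at 296 CPM (263 to 332), the unnamed cluster at 221 CPM (181 to 267), the ifnT_reg_-like cluster at 215 CPM (196 to 236) and the hyperT_reg_-like cluster at 210 CPM (179 to 244). *Il1rl1* was at 16.4 CPM (12.2 to 21.5) in the eT_reg_-like cluster. After thinning, an *Il1rl1* UMI was found in 13.7% (12.5 to 15.1) of T_reg_ cells and in 2.13% (1.63 to 2.73) of T_conv_ cells, against 19.6% and 3.47% before thinning. The clustering of all cells, which gave these lineages, did not hold *Il1rl1* out. In the unnamed cluster the share after thinning was 5.00% (1.04 to 13.9) of 60 cells, with 412 cells left out, below the 13.1% (10.3 to 16.4) in the smaller preT_reg_-like cluster, which is not among the 4. *Klrg1* (ENSMUSG00000030114, chromosome 6, 122270596 to 122282882) was at 344 CPM (327 to 362) in the clusters with high *Il1rl1* and 310 CPM (296 to 324) in the other T_reg_ clusters, a ratio of 1.11 (1.04 to 1.19). *Sdc4* (ENSMUSG00000017009, chromosome 2, 164424247 to 164443887) was at 310 CPM (293 to 327) and 108 CPM (99.6 to 116), a ratio of 2.88 (2.62 to 3.16). Between the 693 T_reg_ cells with and the 2846 without an *Il1rl1* UMI, with medians of 2692 and 2474.5 UMIs, the ratio was 1.15 (1.06 to 1.24) for *Klrg1* and 1.45 (1.31 to 1.60) for *Sdc4*.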

IL1RL1^+^ T_reg_ cells expressed a unique set of marker genes including *Il1rl1*, *Areg*, *Klrg1*, and *Sdc4* (Fig. 2C).

**Fig. 2.**
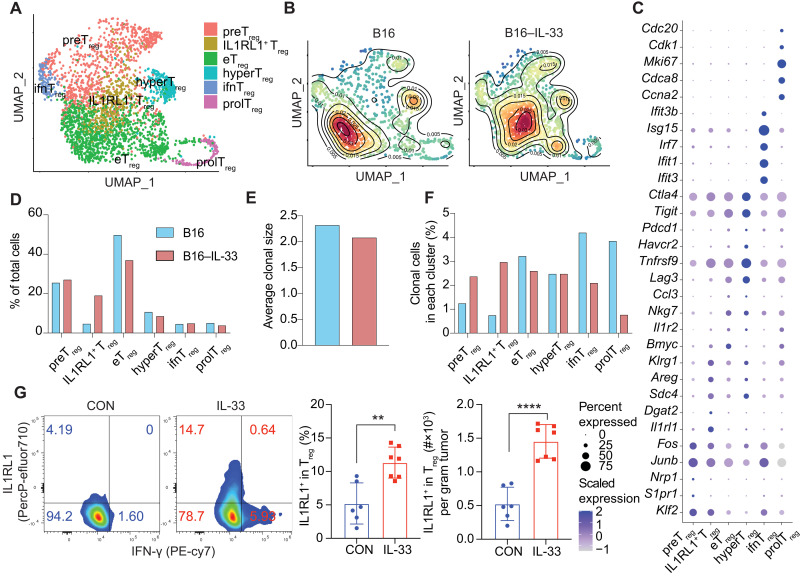
IL1RL1^+^ T_reg_ cells were greatly increased in the IL-33–expressing tumors. (**A**) UMAP dimensionality reduction projects T_reg_ cells from B16 and B16–IL-33 tumors to two dimensions showing six subclusters differentiated by color. Each point represents a single cell, with cells of similar gene expression profiles positioned closer together in the projection. (**B**) Density plot for T_reg_ cells in the B16 (left) and B16–IL-33 (right) conditions. (**C**) Dot plot shows the expression of the top marker gene for all six clusters based on adjusted *P* value and log_2_FC. (**D**) Bar plot showing the percentage of cells in each T_reg_ cell cluster based on tumor origin (B16 versus B16–IL-33). (**E**) Bar plot showing the average clonal size in T_reg_ cells in B16 or B16–IL-33 tumors. (**F**) Bar plot showing the percentage of clonally expanded cells in each T_reg_ cell cluster. (**G**) MC38 tumor cells (1 × 10^6^) were inoculated intradermally into the right flank of the C57BL/6J mice. IL-33 protein or PBS was adminstered starting from day 5 and again every 4 days for a total of three times. Representative flow cytometry plot showing ST2 staining gated on T_reg_ cells 17 days post-tumor inoculation. Bar plot showing the percentage and number of ST2^+^ T_reg_ cells. Data are representative of three independent experiments in (G). Bar graphs represent data summarized as means ± SEM. **P < 0.01 and ****P < 0.0001. PE, phycoerythrin.

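Of T_reg_ cells, 352 carried a B16 tag and 83 a B16–IL-33 tag. Tags were unevenly found over the clusters: B16 and B16–IL-33 tags marked 155 and 16 of 891 eT_reg_-like cells. They marked 26 and 30 of 700 ifnT_reg_-like cells and 30 and 15 of 648 cells of the larger preT_reg_-like cluster. Whether tagging differed by cluster or by tumor cannot be told apart, so the shares below may not describe the whole pool. The clusters with high *Il1rl1* held 112 (31.8%, 27.0 to 37.0) of the B16 and 61 (73.5%, 62.7 to 82.6) of the B16–IL-33 cells, a difference of 41.7 percentage points (29.7 to 52.0), larger than counting error but without a replicate check. Of these 4, the unnamed cluster held 14.2% (10.7 to 18.3) of B16 and 9.64% (4.25 to 18.1) of B16–IL-33 cells, lower in B16–IL-33 and with intervals that overlap, whereas the shares of the other three were higher in B16–IL-33 cells. For the individual tags, the share was 34.8% and 29.8% in B16 and 78.1% and 70.6% in B16–IL-33 cells. Without an upper limit on detected genes, the difference was 21.7 percentage points, the largest move among the alternatives. As clusters were formed over cells of both tumors, genes that lead a cluster also differed between tumors: *Nkg7*, of the eT_reg_-like cluster, had a B16–IL-33 to B16 ratio of 0.343 (0.263 to 0.442) in T_reg_ cells, and *Dnajb1*, of the larger preT_reg_-like cluster, 3.69 (2.82 to 4.82). *Il1rl1* itself was at 31.7 CPM (22.4 to 43.5) in B16 and 209 CPM (154 to 276) in B16–IL-33 T_reg_ cells, a ratio of 6.59 (4.23 to 10.3). As the 4 clusters were chosen by their *Il1rl1* over cells of both tumors, the difference in their share and this ratio are not independent results. After thinning in 1 random draw, an *Il1rl1* UMI was found in 12 of 285 B16 cells (4.21%) and 7 of 63 B16–IL-33 cells (11.1%), a difference of 6.90 percentage points (-0.294 to 17.5); before thinning the shares were 6.82% and 28.9%, and 67 and 20 cells with fewer UMIs were left out. Over 1000 draws, an analysis added after the data were seen, the mean shares were 3.72% and 15.2%, the difference had a mean of 11.5 percentage points and ranged from 3.38 to 18.7 percentage points, and its interval lay above 0 in 964 draws.

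**Figure D3:**
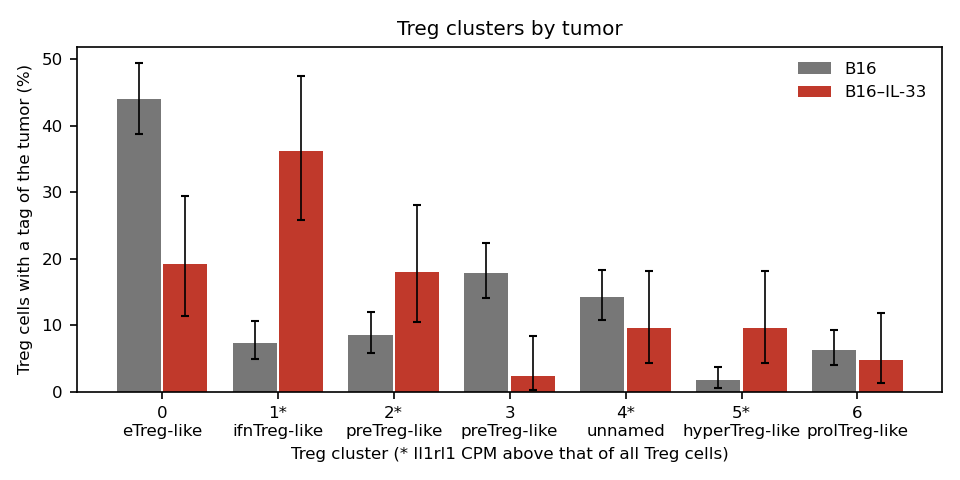
Share of each T_reg_ cluster, in percent of tagged T_reg_ cells, for 352 B16 and 83 B16–IL-33 cells, with 95% Clopper-Pearson intervals for counting error. The ifnT_reg_-like cluster took 7.39% of B16 and 36.1% of B16–IL-33 cells, and the eT_reg_-like cluster took 44.0% and 19.3%.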

We found a notable increase in the accumulation of IL1RL1^+^ T_regs_ in B16-lL33 compared to B16 tumors (Fig. 2B and fig. S1G). 

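The eT_reg_-like cluster held 155 of 352 B16 cells (44.0%, 38.8 to 49.4) and 16 of 83 B16–IL-33 cells (19.3%, 11.4 to 29.4), a difference of -24.8 percentage points (-34.3 to -13.3). The choice of the clusters closest to the eT_reg_ markers was made after the data were seen. As tags were unevenly found over the T_reg_ clusters, these shares may not describe the whole pool. The difference kept its sign under the alternatives, and its smallest size was -5.17 percentage points (-16.7 to 7.08) without an upper limit on detected genes, where it was within counting error. The smaller preT_reg_-like cluster held 17.9% (14.0 to 22.3) of B16 and 2.41% (0.293 to 8.43) of B16–IL-33 cells.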

We also found that B16–IL-33 tumors had a decrease in the percentage of eT_reg_ cells (Fig. 2D). We also analyzed clonal expansion using our paired scTCR-seq data. B16–IL-33 tumors had a higher percentage of preT_reg_ and IL1RL1^+^ T_reg_ cells that were clonally expanded (Fig. 2F). In contrast, the percentages of clonally expanded eT_reg_, ifnT_reg_, and prolT_reg_ cells were greater in B16 tumors (Fig. 2F). 

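A clonotype was assigned to 2239 T_reg_ cells in 2140 clones, and 188 cells (8.40%, 7.28 to 9.62) in 89 clones were expanded. The share of cells in expanded clones was 12.5% (10.1 to 15.2) in the eT_reg_-like, 8.33% (5.94 to 11.3) in the ifnT_reg_-like, 7.11% (4.12 to 11.3) in the larger and 3.91% (2.29 to 6.18) in the smaller preT_reg_-like cluster, 6.48% (2.65 to 12.9) in the prolT_reg_-like, 3.73% (1.22 to 8.49) in the hyperT_reg_-like and 9.64% (5.91 to 14.7) in the unnamed cluster. With clones defined by the beta chain alone, 16.0% of T_reg_ cells were in expanded clones, and with at least 3 cells per expanded clone 0.983%. By tumor, 21 of 254 tagged B16 cells (8.27%, 5.19 to 12.4) and 1 of 53 tagged B16–IL-33 cells (1.89%, 0.0478 to 10.1) belonged to expanded clones, a difference of -6.38 percentage points (-10.9 to 2.36) that was within counting error. With clones defined by the beta chain alone, 39 of 222 cells (17.6%, 12.8 to 23.2) and 1 of 45 cells (2.22%, 0.0562 to 11.8) did, a difference of -15.3 percentage points (-21.4 to -4.67) that exceeded counting error, without a replicate check. A tumor with more cells in the library would have a larger share by this count. The number of cells per tumor is not known, so these differences need not reflect expansion. In the eT_reg_-like cluster, 16 of 125 tagged B16 cells (12.8%, 7.50 to 20.0) and 1 of 15 tagged B16–IL-33 cells (6.67%, 0.169 to 31.9) were in expanded clones, a difference within counting error. In the ifnT_reg_-like cluster, 0 of 18 and 0 of 21 were, and in the prolT_reg_-like cluster 2 of 19 and 0 of 2, also within counting error. In the preT_reg_-like clusters, 1 of 65 and 0 of 7 were, and in the clusters with high *Il1rl1* 2 of 59 and 0 of 35, too few to tell whether the tumors differ. The paper concludes that in tumors IL-33 raises both the number of IL1RL1+ T_reg_ cells and the expansion of their clones. It draws on these libraries and on flow cytometry of MC38 tumors treated with IL-33, where such cells also increased.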

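Expanded T_reg_ clones had a mean of 2.11 cells and at most 5 cells in the whole library. Counted over the whole library, the mean clone size of tagged T_reg_ cells with a clonotype was 1.12 cells for B16 and 1.02 cells for B16–IL-33 tumors. With both tumors at 53 cells, 0.785% of B16 cells shared a clonotype with another drawn cell on average and 0% of B16–IL-33 cells did.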

The average clonal size of T_reg_ cells from B16 and B16–IL-33 tumors was about the same (Fig. 2E). We further confirmed our results using another transplant mouse model of MC38 colon carcinoma using flow cytometry. Treatment of MC38 tumors with four rounds of IL-33 increased the accumulation of IL1RL1^+^ T_reg_ cells in the tumor (Fig. 2G). Together, these data indicated that IL-33 markedly increases the accumulation and clonal expansion of IL1RL1^+^ T_reg_ cells in tumors.

### Deletion of *Il1rl1* on T_regs_ enhances antitumor immunity

To investigate the role of IL1RL1 signaling on T_reg_ cells in regulating IL-33–mediated antitumor immune responses, we generated *Foxp3^cre^Il1rl1^Wt/Wt^* (CON) and *Foxp3^cre^Il1rl1^Flox/Flox^* (CKO) mice (Fig. 3A and fig. S3, A and B). The CKO mice showed normal T cell development and homeostasis (fig. S3, C and D). Inoculation of B16–IL-33 cells showed that tumor growth was significantly decreased in CKO versus CON mice (Fig. 3B and fig. S3E). About 67% (six of nine) of the CKO mice became tumor-free, which was the case for none of the CON mice. In addition, the overall survival was significantly prolonged in the CKO mice (Fig. 3C and fig. S3F). We also treated CKO mice with MC38 tumors using programmed cell death protein 1 (PD-1) monoclonal antibodies (mAbs). CKO mice again had a significant decrease in tumor growth in the treatment condition (fig. S3G). For the untreated group, the tumors grew at a comparable rate between the CON and CKO mice.

**Fig. 3.**
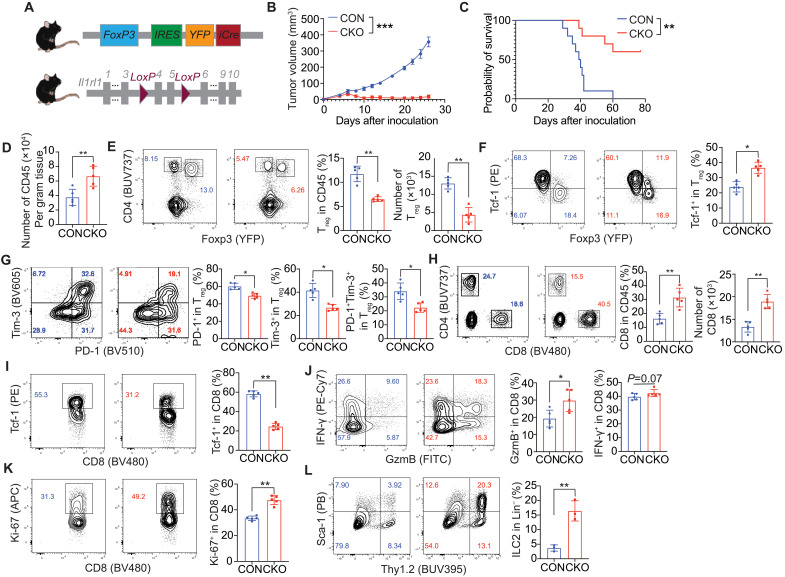
Specific deletion of on *Il1rl1* in T_regs_ altered lymphocyte population in the TME. (**A**) strategy of generation of *Foxp3*^cre^*Il1rl1*^flox/flox^ mice. (**B** and **C**). B16–IL-33 tumor cells (1 × 10^5^) were inoculated intradermally into the right flank of the female CON (*Foxp3*^cre/cre^) and CKO (*Foxp3*^cre/cre^*Il1rl1*^flox/flox^) mice. Tumor size was monitored every 2 days. Tumor curve (B) and overall survival (C) of B16–IL-33 tumor-bearing mice. (**D**) Bar plot showing the number of CD45 cells per gram tumor tissue in B16–IL-33 tumor-bearing CON and CKO mice. (**E**) Representative flow cytometry plot and a quantitative plot showing the percentage and number of T_reg_ cells. (**F**) Representative flow cytometry plot and a quantitative plot showing the percentage of Tcf-1^+^ T_reg_ cells. (**G**) Representative flow cytometry plot and quantitative plot of the percentage of PD-1^+^, Tim-3^+^, or PD-1^+^Tim-3^+^ T_reg_ cells. (**H**) Representative flow cytometry plot and quantitative plot showing the percentage and number of CD8^+^ T cells. (**I**) Representative flow cytometry plot and quantitative plot showing the percentage of Tcf-1^+^ CD8^+^ T cells. (**J**) Representative flow cytometry plot and quantitative plot showing the percentage of GzmB^+^ CD8^+^ T cells and IFN-γ^+^ CD8^+^ T cells. (**K**) Representative flow cytometry plot and quantitative plot showing the percentage of Ki-67^+^ CD8^+^ T cells. (**L**) Representative flow cytometry plot and quantitative plot showing the percentage of ILC2 cells. Day 13 tumors were analyzed in (D), and day 8 tumors were analyzed in (E) to (I). Data shown are representative of three to five independent experiments. Graphs shown represent data summarized as means ± SEM and were analyzed by unpaired two-tailed Student’s *t* test. Two-way analysis of variance (ANOVA) was used to determine statistical significance for time points when all mice were viable for tumor measurement. *P < 0.05, **P < 0.01, and ***P < 0.001. APC, allophycocyanin; PB, Pacific Blue; YFP, yellow fluorescent protein; IRES, internal ribosomal entry site; FITC, fluorescein isothiocyanate.

We next tested whether IL1RL1 on T_reg_ cells affected immune responses in the tumor. To this end, we performed multicolor flow cytometry on single-cell suspensions of B16–IL-33 tumors from CON and CKO mice. We assayed tumors around day 8 when the first difference in volume between the conditions was observed. Tumors from CKO mice had increased accumulation of total CD45^+^ immune cells (Fig. 3D). We next looked at how IL1RL1 deficiency regulated the accumulation and activation of T_reg_ cells in the tumor. The accumulation of CKO T_regs_ was markedly reduced compared to CON T_regs_ (Fig. 3E). It was reported that T cell factor 1 (Tcf-1) impaired T_reg_ generation and immunosuppressive capacity (*44*, *45*). CKO T_regs_ had a more naïve-like phenotype (Tcf-1^+^) (Fig. 3F). PD-1 and T cell immunoglobulin and mucin domain-containing protein 3 (Tim-3) are characteristically expressed on effector T_regs_ and are associated with increased suppressor function (*46*). We found a decrease in the percentage of PD-1^+^, Tim-3^+^, and PD-1^+^Tim-3^+^ T_reg_ cells in the CKO condition (Fig. 3G).

We next determined whether IL1RL1 deficiency on T_regs_ led to further changes to CD8^+^ TILs. The percentage of CD8^+^ T cells in the B16–IL-33 tumors was increased in CKO compared to CON mice (Fig. 3H). The CKO condition had a lower percentage of resting cells (Tcf-1^+^) and a higher percentage of proliferative cells (Ki-67^+^) (Fig. 3, I and K). Moreover, the CKO condition had a higher percentage of cells that expressed Granzyme B (GzmB) and IFN-γ (Fig. 3J). This suggests that lack of IL1RL1 on T_reg_ cells promotes the effector function of CD8^+^ TIL. PD-1^+^Tim-3^+^ double-positive (DP) CD8^+^ TILs have been shown to be both hyperactivated effector cells and exhausted T cells in different studies (*46*–*49*). The percentage of PD-1^−^Tim-3^−^ double-negative (DN) and PD-1^+^Tim-3^−^ single-positive (SP) cells were decreased and unchanged, respectively, between the CON and CKO conditions (fig. S4A). However, the percentage of DP cells doubled in tumors from CKO mice (fig. S4A). The up-regulation of exhaustion markers of CD8^+^ TILs suggest enhanced tumor reactivity, since previous literature has shown that tumor-reactive CD8^+^ T cells become exhausted due to persistent tumor stimulation (*50*, *51*). The CKO condition also had a higher percentage of CD39^+^ PD-1^+^ cells (fig. S4B) (*51*, *52*). This suggests that lack of IL1RL1 on T_reg_ promotes hyperactivation and expression of inhibitory molecules on CD8^+^ TILs.

A recent study showed that ILC2s contribute to the antitumor efficacy of Il-33 treatment (*7*). Therefore, we checked whether ILC2s accumulated in B16–IL-33 tumors and if this phenomenon was affected by the presence of *Il1rl1* on T_regs_. We found that ILC2s accumulated in B16–IL-33 tumors from CON mice, and this accumulation was greatly increased in CKO mice (Fig. 3L). Together, our data show that deletion of *Il1rl1* on T_reg_ cells inhibited the growth of tumors containing Il-33. Tumors with IL1RL1-deficient T_reg_ cells have decreased accumulation of effector T_regs_, increased accumulation and activation of CD8^+^ TILs, and increased accumulation of ILC2s.

We next investigated whether IL1RL1 deficiency on T_reg_ cells also resulted in changes to tumor-associated myeloid cells. The accumulation of CD11b^+^ myeloid cells in the B16–IL-33 tumors was decreased in CKO compared to CON mice (Fig. 4A). While the accumulation of granulocytic myeloid-derived suppressor cells (gMDSCs; Ly-6G^+^) was comparable between the two conditions, the accumulation of monocytic MDSCs (mMDSCs; Ly-6C^+^) was reduced in the CKO condition (Fig. 4B). The CKO condition had a higher percentage of mMDSCs that expressed major histocompatibility complex II (MHC-II) (Fig. 4C). Tumors from the CKO mice also had more accumulation of DCs (CD11b^+^CD11c^+^) (Fig. 4D). In particular, there was a higher percentage of type 1 DCs (DC1s; CD103^+^) (fig. S4D). Last, the accumulation of tumor-associated macrophages (TAMs; F4/80^+^MHC-II^+^) was decreased in tumors from CKO mice (Fig. 4E). The CKO condition had decreased accumulation of type 2 TAMs (CD206^+^Arg1^+^) (Fig. 4F). Our data showed that the deletion of IL1RL1 on T_reg_ cells shifted tumor-associated myeloid cells away from an immunosuppressive phenotype. Collectively, we showed that IL1RL1 deficiency on T_regs_ enhanced antitumor immunity and inhibited the growth of B16–IL-33 tumors.

**Fig. 4.**
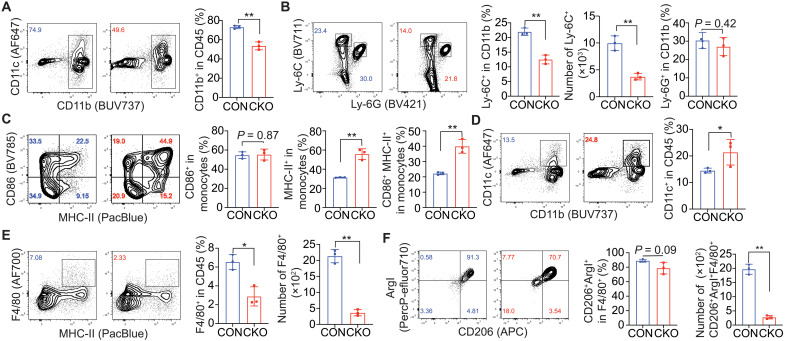
The changes of myeloid compartments in the TME upon deletion of Il1rl1 in T_reg_ cells. (**A**) Representative flow cytometry plot and quantitative plot showing the percentage CD11b^+^ cells in total CD45^+^ cells. (**B**) Representative flow cytometry plot and quantitative plot showing the percentage and number of monocytic MDSCs and granulocytic MDSCs. (**C**) Representative flow cytometry plot and quantitative plot of the percentage of CD86^+^, MHC-II^+^, or CD86^+^MHC-II ^+^ monocytes. (**D**) Representative flow cytometry plot and quantitative plot showing the percentage of DCs in total CD45^+^ cells. (**E**) Representative flow cytometry plot and quantitative plot showing the percentage and number of infiltrating macrophages. (**F**) Representative flow cytometry plot and quantitative plot showing the percentage and number of type 1 and type 2 macrophages. Data shown are representative of three to five independent experiments (day 8 takedown). Graphs shown represent data summarized as means ± SEM and were analyzed by unpaired two-tailed Student’s *t* test. *P < 0.05 and **P < 0.01.

### IL1RL1 is required for IL-33–driven accumulation of IL1RL1^+^ T_regs_ in the tumor

To study how the transcriptional program of T_regs_ was affected by IL1RL1, we performed scRNA-seq on CON and CKO T_regs_ from day 9 B16–IL-33 tumors. We identified the same T_reg_ clusters that were present in our first batch of scRNA-seq data (Figs. 5, A and B, and 2, A to C). The clusters were formed using the genome-wide transcriptional program of each cell. Therefore, we could identify cells that match IL1RL1^+^ T_regs_ even in the absence of IL1RL1. We found a notable decrease in the accumulation of CKO compared to CON IL1RL1^+^ T_regs_ (Fig. 5C). The CKO condition had increased accumulation of preT_regs_ and eT_regs_ (Fig. 5C). The percentage of clonally expanded cells was lower in IL1RL1^+^ T_regs_ from the CKO condition but higher in preTregs, eT_regs_, and ifnT_regs_ (Fig. 5D).

**Fig. 5.**
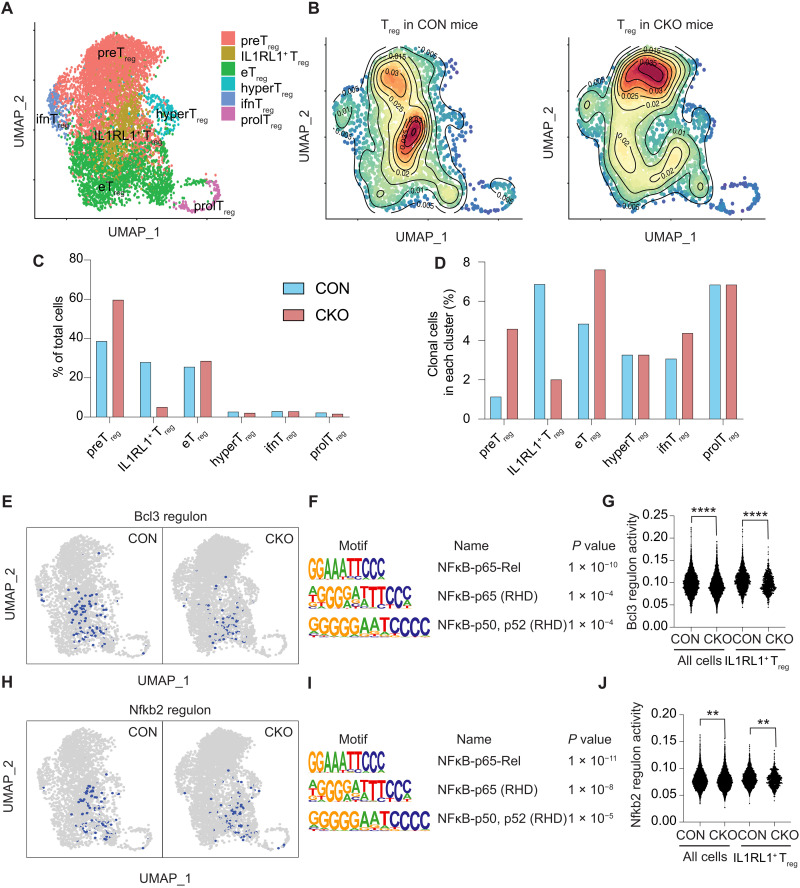
Global transcriptional landscape of T_reg_ cells from tumor-bearing CON or CKO mice. (**A**) UMAP dimensionality reduction projects T_reg_ cells from day 9 B16–IL-33 tumor-bearing CON or CKO mice to two dimensions showing six subclusters differentiated by color. Each point represents a single cell, with cells of similar gene expression profiles positioned closer together in the projection. (**B**) Density plot for T_reg_ cells in CON (left) or CKO (right) mice. (**C**) Bar plot showing the percentage of cells in each T_reg_ cell cluster based on the tumor origin (CON mice versus CKO mice). (**D**) Bar plot showing the percentage of clonally expanded cells in each T_reg_ cell cluster. (**E**) UMAP projection comparing the distribution of Bcl3 regulon in B16–IL-33 tumor-bearing CON or CKO mice. (**F**) Motif enriched in the promoter region of Bcl3 target genes generated by HOMER. (**G**) Violin plot showing the Bcl3 regulon activity of T_reg_ cells in all clusters and in IL1RL1^+^ T_reg_ cluster. (**H**) UMAP projection comparing the distribution of Nfkb2 regulon in B16–IL-33 tumor-bearing CON or CKO mice. (**I**) Motif enriched in the promoter region of Nfkb2 target genes generated by HOMER. (**J**) Violin plot showing the Nfkb2 regulon activity of T_reg_ cells in all clusters and in IL1RL1^+^ T_reg_ cluster. **P < 0.01 and ****P < 0.0001. RHD, Rel homology domain; NFκB, nuclear factor κB.

Next, we identified key transcription factors (TFs) that program IL1RL1^+^ T_regs_ from B16–IL-33 tumors. We used single-cell regulatory network inference and clustering [SCENIC; (*53*)] to find TFs and their target genes, which together are termed regulons. SCENIC calculates the regulon activity in each single cell based on the expression of TFs and target genes. We identified regulons of interest that exhibit differential activity in two ways: (i) IL1RL1^+^ T_reg_ cells versus the rest of T_reg_ subsets and (ii) CON versus CKO T_reg_ cells (*53*). The regulons with the highest activities were those of Bcl3 and Nfkb2 (Fig. 5, F to J). Both TFs regulate target genes through the nuclear factor κB sites (*54*, *55*). In addition, we also found that signal transducers and activators of transcription 1 (Stat1) and Maf regulons were specifically up-regulated in IL1RL1^+^ T_reg_ cells (fig. S5). Our data show that IL1RL1 is required for the accumulation of IL1RL1^+^ T_reg_ cells in B16–IL-33 tumors and that the transcriptome of IL1RL1^+^ T_reg_ cells is potentially regulated by Bcl3, Nfkb2, Stat1, and Maf.

### Coupling of IL1RL1^+^ T_regs_ and CAFs via an AREG/EGFR axis drives tumor immunosuppression

To determine how IL1RL1^+^ T_reg_ cells suppress antitumor immune responses, we examined genes that are specifically up-regulated in IL1RL1^+^ T_reg_ cells and have an immune suppression function. To this end, we analyzed our two rounds of scRNA-seq data. *Areg* was up-regulated in IL1RL1^+^ T_reg_ cells versus other T_reg_ clusters (Figs. 2C and 6A). 

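*Areg* (ENSMUSG00000029378, chromosome 5, 91139599 to 91148432 in GRCm38), which encodes the EGFR ligand amphiregulin, was examined in the T_reg_ cells of the B16 and B16–IL-33 pool, with its UMIs held out of the clustering of T_reg_ cells. It was at 1508 CPM (1472 to 1545) in the T_reg_ clusters with high *Il1rl1* and 474 CPM (456 to 491) in the other T_reg_ clusters, a ratio of 3.18 (3.05 to 3.33). By cluster, it was at 1750 CPM (1695 to 1807) in the ifnT_reg_-like, 1653 CPM (1540 to 1771) in the unnamed, 1257 CPM (1188 to 1328) in the larger preT_reg_-like and 1081 CPM (1010 to 1156) in the hyperT_reg_-like cluster. It was at 868 CPM (803 to 937) in the prolT_reg_-like, 462 CPM (433 to 491) in the smaller preT_reg_-like and 385 CPM (364 to 408) in the eT_reg_-like cluster. T_reg_ cells with an *Il1rl1* UMI had 1637 CPM (1583 to 1693) and those without 724 CPM (706 to 742), a ratio of 2.26 (2.17 to 2.36). After thinning, an *Areg* UMI was found in 37.5% of the former and 23.4% of the latter, against 46.2% and 28.3% before thinning. Outside T_reg_ cells, *Areg* was at 69.0 CPM (63.7 to 74.6) in T_conv_ cells, and after thinning 4.51% (3.78 to 5.33) of T_conv_ cells had a UMI, against 26.5% (24.8 to 28.2) of T_reg_ cells. The clustering of all cells, which gave the lineages, did not hold *Areg* out. *Areg* was a leading gene of a T_reg_ cluster there, so the contrast with T_conv_ cells is not independent of that clustering.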

An independent analysis using a nested hierarchical Dirichlet process (nHDP) model also identified a gene expression module (GEM) that contained IL1RL1^+^ T_reg_ marker genes, which include Areg. CKO IL1RL1^+^ T_reg_ cells greatly down-regulated *Areg* compared to their CON counterparts (Fig. 6A). We also analyzed a published dataset for transposase-accessible chromatin sequencing (ATAC-seq) data of IL1RL1^+^ T_reg_ cells and other T_regs_ from lung tissue. IL1RL1^+^ T_reg_ cells had markedly increased chromatin accessibility at the *Areg* locus compared to other T_regs_ (Fig. 6B).

**Fig. 6.**
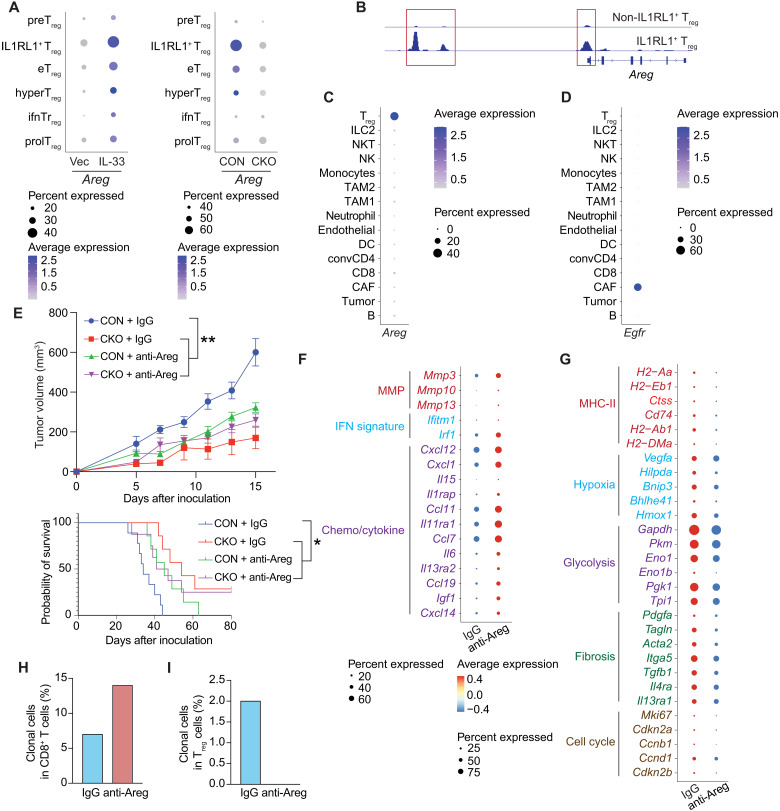
Areg/EGFR enabled IL1RL1^+^ T_regs_ and CAFs cross-talk to drive tumor immune suppression. (**A**) Dot plot showing the *Areg* gene expression across all T_reg_ clusters in B16 and B16–IL-33 tumors (left) and in B16–IL-33 tumor-bearing CON and CKO mice (right). (**B**) Genome track of *Areg* locus in lung tissue IL1RL1^+^ T_reg_ cells and other T_reg_ cells. (**C**) Dot plot showing the *Areg* gene expression level across all clusters in B16–IL-33 tumor microenvironment based on whole tumor scRNA-seq analysis. (**D**) Dot plot showing the *Egfr* gene expression level across all clusters in the B16–IL-33 tumor microenvironment based on whole tumor scRNA-seq analysis. (**E**) B16–IL-33 tumor cells (1 × 10^5^) were inoculated intradermally into the right flank of the CON and CKO mice. Anti-Areg antibody (50 μg per mouse) was treated starting from day 5 and every 4 days for a total of three times. Tumor growth curves and overall survival of B16–IL-33 tumor-bearing mice are shown. (**F**) Dot plot showing the up-regulated genes in CAFs from B16–IL-33 tumor-bearing mice treated after an anti-Areg antibody treatment based on whole tumor scRNA-seq analysis. (**G**) Dot plot showing the down-regulated genes in CAFs from B16–IL-33 tumor-bearing mice treated after an anti-Areg antibody treatment (day 9) based on whole tumor scRNA-seq analysis. (**H**) Bar plot showing the percentage of clonally expanded cells in CD8^+^ T cells based on whole tumor scRNA-seq analysis. (**I**) Bar plot showing the percentage of clonally expanded cells in T_reg_ cells based on whole tumor scRNA-seq analysis. Data shown are representative of three independent experiments. Graphs shown represent data summarized as means ± SEM and were analyzed by two-way ANOVA. **P < 0.01. NKT, natural killer T; DC, dendritic cell; TAM1, type 1 tumor-associated macrophage; convCD4, conventional CD4; IgG, immunoglobulin G.

We next checked whether IL1RL1^+^ T_reg_ cells were the sole producers of *Areg*. scRNA-seq was performed on single-cell suspensions made from the following whole tumors: B16-, B16–IL-33–, and IL-33–treated MC38 from CON mice or CKO mice. Clustering using known marker genes identified the major cell types in the TME (figs. S6 and S7E). In B16 tumors, we found that *Areg* was exclusively expressed by T_reg_ cells (Fig. 6C). *Areg* was up-regulated in T_reg_ cells from B16–IL-33 versus B16 tumors (Fig. 6A and fig. S7, E and F). 

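In T_reg_ cells of the sorted pool, *Areg* was at 306 CPM (275 to 339; 367 UMIs) in B16 and 2041 CPM (1862 to 2232; 479 UMIs) in B16–IL-33 tumors, a ratio of 6.67 (5.81 to 7.67) without a replicate check. It was at 365 CPM (306 to 432) and 285 CPM (251 to 324) for the cells of the B16 tags and at 1765 CPM (1488 to 2079) and 2186 CPM (1958 to 2432) for those of the B16–IL-33 tags. After thinning, an *Areg* UMI was found in 19.6% (15.2 to 24.7) of B16 and 39.7% (27.6 to 52.8) of B16–IL-33 T_reg_ cells, against 27.6% and 49.4% before thinning. A few cells held many of the UMIs: the 5 cells with the most had 137 UMIs in B16 and 260 UMIs in B16–IL-33 tumors, and without them *Areg* was at 195 CPM and 1039 CPM, a ratio of 5.33, computed after the data were seen. The cells of the tags numbered 1 alone gave the ratio that moved most, 4.84. Within the ifnT_reg_-like cluster the tumors did not differ beyond counting error, at 1287 CPM (1041 to 1573) in B16 and 1356 CPM (1114 to 1636) in B16–IL-33 tumors, nor within the eT_reg_-like cluster, the largest, at 261 CPM (220 to 306) and 377 CPM (234 to 577). In the smaller preT_reg_-like cluster, with 2 B16–IL-33 cells, the ratio of 2.22 (0.698 to 5.48) was within counting error. In the unnamed cluster the ratio of 2.57 (1.15 to 5.34) exceeded it, on 11 UMIs in 8 B16–IL-33 cells. All these intervals take each UMI as independent, whereas a few cells held many *Areg* UMIs, so they are likely too narrow. In the larger preT_reg_-like cluster *Areg* was at 374 CPM (214 to 607) and 4199.9 CPM (3417 to 5108), in the hyperT_reg_-like cluster at 136 CPM (28.0 to 397) and 2907 CPM (2331 to 3581) and in the prolT_reg_-like cluster at 117 CPM (66.8 to 190) and 5730 CPM (4835 to 6742), values that rest on 15, 8 and 4 B16–IL-33 cells. Of 881 genes with at least 200 UMIs in the tagged T_reg_ cells, *Areg* had the highest ratio. From the expression of *Areg* by T_reg_ cells alone in B16 tumors and almost alone in MC38 tumors, and from its higher level in T_reg_ cells of B16–IL-33 than of B16 tumors, the paper concludes that *Areg* is specifically regulated by IL-33 in T_reg_ cells. The paper also reports lower *Areg* in IL1RL1+ T_reg_ cells of CKO than of CON mice.

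**Figure D4:**
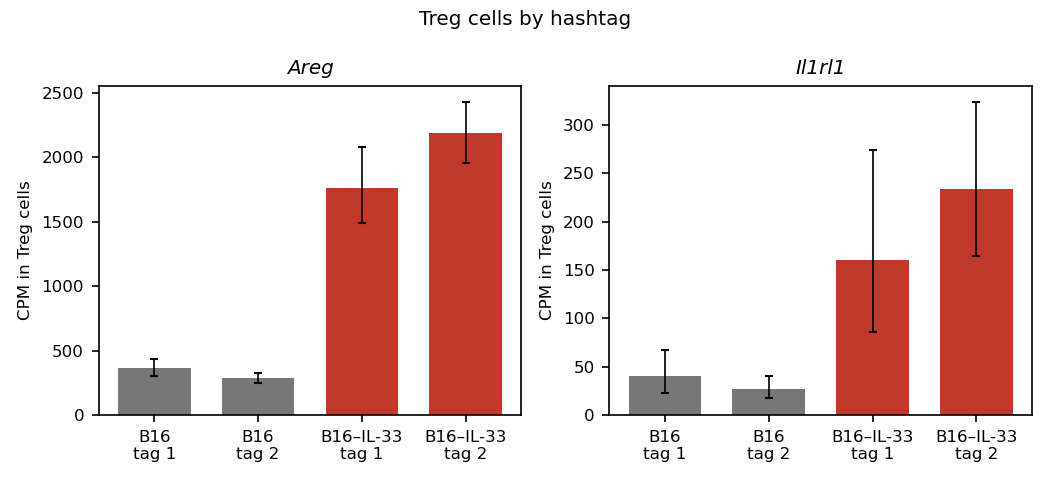
Normalized counts (CPM) of *Areg* and *Il1rl1* in the T_reg_ cells of each hashtag, with 95% Poisson intervals for counting error. *Areg* was at 365 CPM and 285 CPM for the B16 tags and at 1765 CPM and 2186 CPM for the B16–IL-33 tags.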

Consistently, Areg was also expressed almost exclusively on T_reg_ cells from the MC38 tumors (fig. S7, A and G). These data demonstrate that *Areg* is specifically regulated by IL-33 in T_reg_ cells. Notably, AREG expressed by T_reg_ cells has been shown to promote tumor growth (*25*, *26*). Therefore, it is possible that Areg can mediate the immune suppressive function of T_reg_ cells in the B16–IL-33 tumor.

To determine the target cells of IL1RL1^+^ T_reg_–derived AREG in the TME, we looked in our whole tumor scRNA-seq data to see which cell types expressed *Egfr*, the only known receptor for AREG (*56*). In all tumors, we found that EGFR was predominantly expressed in CAFs (Fig. 6D). EGFR was expressed by tumor cells as well, albeit generally at a much lower level than CAF. In addition, there was no evidence of EGFR expression in T cells, natural killer cells, myeloid cells, and other immune cell types in the TME. We also analyzed published whole tumor scRNA-seq data of murine B16 and pancreatic ductal adenocarcinoma. In both types of cancer, *Egfr* expression was mainly restricted to CAFs (fig. S7, C and D) (*57*, *58*). Our data suggested that IL1RL1^+^ T_reg_ cells could be coupled to CAFs via the AREG/EGFR axis.

To determine the role of Areg in mediating IL1RL1^+^ T_reg_ and CAF cross-talk and antitumor immunity, we treated B16–IL-33 tumor-bearing mice with an anti-AREG mAb. AREG mAb treatment significantly inhibited tumor growth and prolonged overall survival (Fig. 6E). However, we observed no additional therapeutic efficacy with anti-AREG antibodies in CKO mice, showing that Areg functions specifically from IL1RL1^+^ T_reg_ cells. We next asked whether the cross-talk between IL1RL1^+^ T_reg_ cells and CAFs altered the transcriptional program of CAFs. To this end, we performed scRNA-seq analysis of CAFs from day 9 B16–IL-33 tumors and those treated with AREG antibodies (Fig. 6, F and G). The data indicated that AREG blockade resulted in a decrease in genes in CAFs that promote fibrosis, proliferation, MHC-II antigen presentation, hypoxia, and glycolysis (Fig. 6G). In contrast, AREG antibodies increased genes encoding inflammatory cytokines, chemokines, and matrix metalloproteinases, as well as IFN-responsive gene signatures (Fig. 6F and fig. S8A). In addition, AREG blockade led to an increase in CD8^+^ T cell clonal expansion, a decrease in T_reg_ cell clonal expansion, and an increase of various inflammatory genes in the myeloid cells in the TME (Fig. 6, H and I, and fig. S8B). Collectively, our data showed that IL1RL1^+^ T_reg_ cells coupled with CAFs via an *AREG/EGFR* axis to promote tumor immunosuppression.

## DISCUSSION

The alarmin IL-33 potently not only stimulates immune responses in a variety of pathologic scenarios but also imposes regulatory checks and promotes tissue repair. By controlling a complex cellular network involving epithelial, immune, and stromal cells, IL-33 orchestrates a balanced response that ultimately returns the body to homeostasis. Here, we explored how IL-33 orchestrates the T lymphocyte response to cancer by using transplant mouse tumor models. IL-33–driven antitumor immunity—including accumulation, clonal expansion, and functional diversification of CD8^+^ TILs—was limited by the expansion of IL1RL1^+^ T_reg_ cells. AREG was specifically expressed in IL1RL1^+^ T_reg_ cells in IL-33–expressing tumors. We further demonstrated that AREG played a critical role in coupling IL1RL1^+^ T_reg_ cells to CAFs and thereby restricting the antitumor efficacy of IL-33. Mechanistically, in the presence of T_reg_-derived AREG, fibroblasts develop into a profibrotic functional state and facilitate tumor growth and immune suppression. In the absence of T_reg_-expressed AREG, fibroblasts develop to a proimmune state and mediate antitumor immune responses.

IL1RL1^+^ T_reg_ cells exert strong immunosuppressive and anti-inflammatory functions in wound healing, tissue homeostasis, autoimmunity, and cancer (*5*, *14*, *16*, *59*–*61*). IL1RL1^+^ T_reg_ cells play a major and nonredundant role in muscle and lung tissue repair after injury, independent with their role in immune suppression (*17*, *25*). AREG produced by IL1RL1^+^ T_reg_ cells has been shown to be an important effector molecule for tissue repair (*25*, *26*). Although AREG produced by mast cells and basophils have been found to regulate immune responses by promoting EGFR signaling in T_reg_ cells (*62*, *63*), in our experimental setting, we did not detect the expression of EGFR on T_reg_ cells. Nonetheless, we showed that AREG inhibited the antitumor efficacy of IL-33 treatment, indicating a protumor function of AREG in vivo. Our finding is consistent with a recent report showing that deletion of *Areg* in CD4^+^ T cells or T_reg_ cells inhibits lung cancer (*64*). In addition, we found that EGFR is specifically expressed in CAFs but not T_reg_ cells in the TME. These data support the idea that IL1RL1^+^ T_reg_ cells exert a protumor function through the AREG/EGFR-mediated interaction with CAFs. It has been shown that EGFR signaling on fibroblasts induces transcription of *Tgfb* (*65*, *66*). In addition, AREG has been shown to activate the TGF-β protein (*67*). Our scRNA-seq analysis also indicates that AREG promotes *Tgfb* expression in CAFs. Therefore, it is possible that AREG-induced TGF-β in CAFs mediates immunosuppression in the TME. Consistent with this idea, our data show that the blockade of AREG also greatly increased the level of mRNA of inflammatory cytokines in CAFs. It is worth mentioning that many immune cells were reported to express EGFR (*68*). EGFR was found to be expressed by T_reg_ cells, and the AREG-EGFR signaling axis is critical for maintaining Foxp3 stability in T_reg_ cells in patients with cancer (*62*, *63*). Therefore, future studies should be conducted to delete Egfr precisely in various cell types in different experimental settings to investigate the significance of EGFR signaling in establishing immune tolerance.

Emerging evidence supports the notion that CAFs enhance immunosuppression in the TME through direct interaction with T_reg_ cells. There are at least three major subtypes of CAFs, namely, myofibroblastic (myCAF), inflammatory (iCAF), and antigen-presenting (apCAF) (*58*, *69*, *70*). Notably, MHC-II is highly expressed on all apCAFs and some iCAFs. It has been proposed that MHC-II is involved in promoting the dysfunction of conventional CD4^+^ T cells in the TME (*58*). It has also been shown that MHC-II expressed on lymph node stromal cells promotes T_reg_ cells (*71*, *72*). Therefore, it is possible that CAF-expressed self-antigen peptide–MHC-II complexes engage and stimulate T_reg_ cells in the TME. In keeping with this notion, a recent report demonstrates that MHC-II expressed in CAFs promotes the generation of induced T_reg_ cells in vitro (*73*). In addition, CAFs have been found to produce IL-33, which promotes tumor metastasis and immunosuppression through T_reg_ cells (*27*, *29*, *74*). Our results show a correlation between the expression of the genes in the MHC-II antigen presentation pathway in CAFs and the number and clonal expansion of IL1RL1^+^ T_reg_ cells. This is consistent with the idea that CAFs directly stimulate and promote the accumulation of T_reg_ cells in the TME. Our data further indicates that T_reg_-expressed AREG is required for the expression of MHC-II in CAFs and clonal expansion of T_reg_ cells. These findings support the notion that CAF-expressed MHC-II promotes the accumulation of T_reg_ cells in the TME, thereby driving tumor immune tolerance.

Our results suggest a hypothesis that CAFs have complex roles in tumor progression and antitumor immune responses due to two major functional states, i.e., tissue repairing and immune-boosting states. The fibroblasts in the tissue-repairing state promote tissue repair and inhibit immune responses, whereas the fibroblasts in the immune-boosting state mediate inflammation and immune responses. This study demonstrates that the AREG/EGFR axis enables cross-talk between IL1RL1^+^ T_reg_ cells and CAFs and plays an important role in driving the tissue repairing and immunosuppressive state of CAFs. This functional state is crucial for promoting tumorigenesis and maintaining cancer immune tolerance.

## MATERIALS AND METHODS

### Mouse

C57BL/6J (stock number 000664) and Foxp3^YFP-cre^ (stock number 016959) mice were purchased from the Jackson Laboratory. The ST2 flox (strain ID: Il1rl1^tm1a(KOMP)^) mice were purchased from KOMP Repository (UC Davis). All mice are on the background of C57BL/6. Mice were housed in the specific pathogen–free facility in the School of Medicine, University of Pittsburgh. All mice experiments were performed under the approval of the Institutional Animal Care and Use Committee of the University of Pittsburgh.

### Cell lines and animal models

MC38 cell line was generously provided by Z. Guo (University of Pittsburgh, School of Medicine) and cultured in Dulbecco’s modified Eagle’s medium with 10% fetal bovine serum (FBS) and 1% penicillin-streptomycin (P.S). Generation of B16–IL-33 and B16-vec tumor cell lines was previously reported (*10*). All cell lines were tested for mycoplasma routinely and with negative results. B16 and B16–IL-33 cells were cultured in RPMI 1640 medium with 10% FBS and 1% P.S. One million MC38 cells were injected intradermally into the right flank of the mice. For B16 models, 0.1 million cells were injected intradermally. IL-33 protein (10 μg), anti–PD-1 (200 μg per mouse; Bio X Cell, clone: J43), or anti-Areg (50 μg per mouse; R&D Systems, clone: 206220) was injected intraperitoneally on the fifth day after tumor inoculation, for a total of four times with 4-day intervals.

### Isolation of single cells from tumor tissues

Tumor tissues were processed according to the protocol described previously (*75*). Briefly, mice were euthanized, and tissues were freshly dissected. Tumor tissues were then cut into pieces and digested in serum-free RPMI 1640 with deoxyribonuclease (0.33 mg/ml; Sigma-Aldrich) and Liberase TL (0.25 mg/ml; Roche) and then ground, washed in PBS, and filtered through a 70-μm cell strainer for single-cell suspensions. CD45 (TIL) microbeads (Miltenyi Biotec) were used for the isolation of tumor-infiltrating leukocytes from mouse tumors following the manufacturer’s protocol.

### Flow cytometry

Flow cytometry experiments were performed on Aurora (Cytek Biosciences), BD Symphony 3 Flow cytometer, BD FACS ARIA III Sorter, and BD Melody Cell Sorter from the flow core in the University of Pittsburgh or Center for Discovery and Innovation and analyzed by Flowjo (BD). CD45 (clone 30-F11), CD4 (clone RMT4-5), CD8a (clone 53.67), Tcf1/Tcf7 (clone C63D9), PD-1 (clone J43), Tim-3 (clone RMT3-23), Lag-3 (clone C9B7W), Thy1.2 (clone 53-2.1), IFN-γ (clone XMG1.2), Ly-6C (clone HK1.4), Ly-6G (clone 1A8), Sca-1 (clone D7), ST2 (clone RMST2-33), CD103 (clone M290), GzmB (clone QA16A02), Foxp3 (clone MF-14), Ki-67 (clone 16A8), CD11b (clone M1/70), CD11c (clone N418), CD86 (clone GL-1), MHCII (clone), F4/80 (clone BM8), CD206 (clone C068C2), Arg1 (clone A1exF5), CD25 (clone PC61), CD62L (clone MEL-14), CD44 (clone IM7), CD90.2 (clone 53-2.1), CD140a (clone APA5), LIVE/DEAD dye (Zombie NIR Dye) were purchased from BD Bioscience, Thermo Fisher Scientific, or BioLegend. For intracellular transcription factors and cytokines staining, cells were stimulated with a leukocyte activation cocktail (BD) for 6 hours and then followed the standard staining protocol described previously (*49*).

### DNA extraction and PCR

All the samples were processed with Extracta DNA prep for polymerase chain reaction (PCR) (Quantabio), following the manufacturer’s instructions. PCR was carried out through MJ Mini Thermal Cycler (Bio-Rad) using the OneTaq Quick-Load 2X Master Mix with standard buffer (New England Biolabs). Primer sequences are provided in table S1.

### RNA extraction and nested PCR

Total RNA was isolated using the RNeasy Mini Kit according to the manufacturer’s instructions (QIAGEN). Synthesis of cDNA was performed by using the qScript cDNA Synthesis Kit (Quantabio). First amplification reaction was carried out through MJ Mini Thermal Cycler (Bio-Rad) using the OneTaq Quick-Load 2X Master Mix with standard buffer (New England Biolabs). The PCR amplification product was used as the template for the nested PCR conducted with QuantStudio 5 (Applied Biosystems) using the PowerUp SYBR Green Master Mix (Thermo Fisher Scientific). The primer sequences are listed in table S1. Glyceraldehyde-3-phosphate dehydrogenase expression served as an internal standard. Relative gene expression was determined by using the 2^−ΔΔCT^ comparative method.

### Droplet-based scRNA-seq

CD4^+^ and CD8^+^ T cells were purified by fluorescence-activated cell sorting and washed twice in PBS with bovine serum albumin (BSA; 400 μg/ml) and then resuspended with the concentration of 1000 to 2000 cells/μl. A total of 18,000 cells were loaded into the Chromium single-cell A chip to generate Gel Bead-In Emulsions using the 10x Genomics 5′ RNA single-cell method. Chromium Single Cell 5′ and Chromium Single Cell V(D)J Reagent Kits (10x Genomic, no. CG000086) were used to generate single-cell sequencing libraries. Libraries were sequenced on an Illumina NovaSeq6000 SP platform with 40,000 reads per cell on average.

### CITE-seq

We used Cellular Indexing of Transcriptomes and Epitopes by Sequencing (CITE-seq) and Cell Hashing antibodies to achieve a single-cell level protein expression data and demultiplexing of different samples. Briefly, single-cell suspensions from tumor tissues were washed with staining buffer (PBS, 2% BSA, and 0.01% Tween) and incubated with Fc blocker (BioLegend, Trustain FcX) for 10 min on ice. Antibody cocktails were prepared by mixing CITE-seq antibodies, cell hashing tags, and fluorescent-labeled antibodies with preoptimized concentrations. Antibody cocktails were applied, and cells were incubated on ice for 30 min. Stained cells were washed three times using staining buffer, then CD4^+^ and CD8^+^ T cells from different treatment groups were sorted out and pooled immediately before loading to a 10x single-cell platform. We used 10x Chromium Single Cell 5′ V(D)J Reagent Kits (10x Genomics, no. CG000186) to construct the cell surface protein libraries. Libraries were sequenced on an Illumina NovaSeq6000 SP platform with 10,000 reads per cell on average.

### scRNA-seq data processing

The sequenced raw read data were aligned to mouse reference genome mm10 and collapsed by barcode and unique molecular identifier (UMI) by Cell Ranger (10x). The Seurat (3.1.5) R package was used to identify clusters and find differentially expressed genes. The Seurat object was set up by filtering out genes expressed on less than four cells and cells with less than 200 detected features. Cells with unique feature counts between 200 and 2500 and less than 5% mitochondrial counts were selected for further analysis. Following the standard quality control workflow, the UMI count matrix was log-transformed, normalized, and scaled using default parameters.

### scRNA-seq dataset dimension reduction

For Seurat version 3.1.5 functions, FindVariableFeatures, RunPCA, and RunUMAP were used to calculate top variable genes, principal components analysis (PCA), and UMAP, respectively. We used the top 2000 features to calculate PCA and used the top 50 principal components (PCs) to generate UMAP visualizations. Shared nearest neighbor clustering method was performed by Seurat’s FindClusters function based on the top 50 PCs, with resolution set to 0.8 to 1.4.

### Identify GEMs using the nHDP model

We applied the nHDP model on mouse scRNA-seq data to identify the GEMs that potentially indicate different biological processes (*76*). The nHDP model is originally designed to model co-occurrence patterns of words in text documents in the text mining domain, which is a close analog to coexpression expression of genes (words) in single cells (documents). Furthermore, it hierarchically organizes GEMs in a tree, so that the GEMs close to the root are expressed in a broad range of cells, whereas the GEMs at the leaves of the tree are only expressed in highly specialized (differentiated) cells. We designed a three-layer hierarchical tree structure, with branching factors of 5, 4, and 3 from the root to the second and third layers leading to 85 nodes per GEMs in total. Each GEM defines a distribution over the space of genes reflecting the information on which genes are commonly assigned to the module. The nHDP model generates (i) a ranked list of genes most commonly assigned to GEMs and (ii) a cell-by-GEM count matrix, of which an element reflects the number of genes expressed in a given cell that are assigned to a specific GEM.

### Test differentially expression of a GEM between subpopulations of single cells

We use the nonparametric Wilcoxon rank sum test to test whether a GEM is differentially expressed between know-out cells and wild-type cells (*77*). We set detection threshold (α), at 0.05, when assessing whether the GEM is significantly differentially expressed.

### Analysis of transcription factors in scRNA-seq data

The SCENIC pipeline (R package, v.1.1.2.2) was used to construct and score gene regulatory networks (regulons) as described previously (*53*). Each regulon is composed of a transcription factor and its putative target genes. Next, the regulon activities of each cell were scored by AUCell. The output of SCENIC is a matrix of the activity of regulons, where rows correspond to regulons and columns correspond to cells. Transcription factor binding motif analysis of putative genes in the regulon was performed with HOMER (v4.10) “findMotifs.pl” (-start -500 -end 500). Differentially expressed regulons in each cluster or in each condition were calculated by Wilcoxon test.

### Visualization of ATAC-seq data

To examine the Areg expression in ST2 T_reg_ cells and other T_reg_ cells, we analyzed publicly available ATAC-seq datasets (GSE130884) of sorted tissue ST2 T_reg_ cells and other T_reg_ cells from lung tissue (*78*). ATAC-seq tracks were visualized in the Integrative Genomics Viewer (V2.7.2).

### Statistical analysis

Statistical analysis was performed using Graphpad Prism v8 software. Values were reported as means ± SEM. *P* value was calculated by two-tailed Student’s *t* test when comparing two groups and the log-rank (Mantel-Cox) test for comparing several Kaplan-Meier survival curves. Two-way analysis of variance (ANOVA) was used for comparing tumor growth curves. Exact one-proportion *z* test was used for comparing the proportions of different samples. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

# Supplementary material for: Amphiregulin couples IL1RL1+ regulatory T cells and cancer-associated fibroblasts to impede antitumor immunity
**Source:** Sci Adv. 2023 Aug 23;9(34):eadd7399. doi: 10.1126/sciadv.add7399
**Supplement:** Supplementary file 1 — Figs. S1 to S8

Supplementary Materials for  
**Amphiregulin couples IL1RL1<sup>+</sup> regulatory T cells and cancer-associated  
fibroblasts to impede antitumor immunity**

Runzi Sun *et al.*

*Sci. Adv.* **9**, eadd7399 (2023)  
DOI: 10.1126/sciadv.add7399

**This PDF file includes:**

Figs. S1 to S8

figure S1

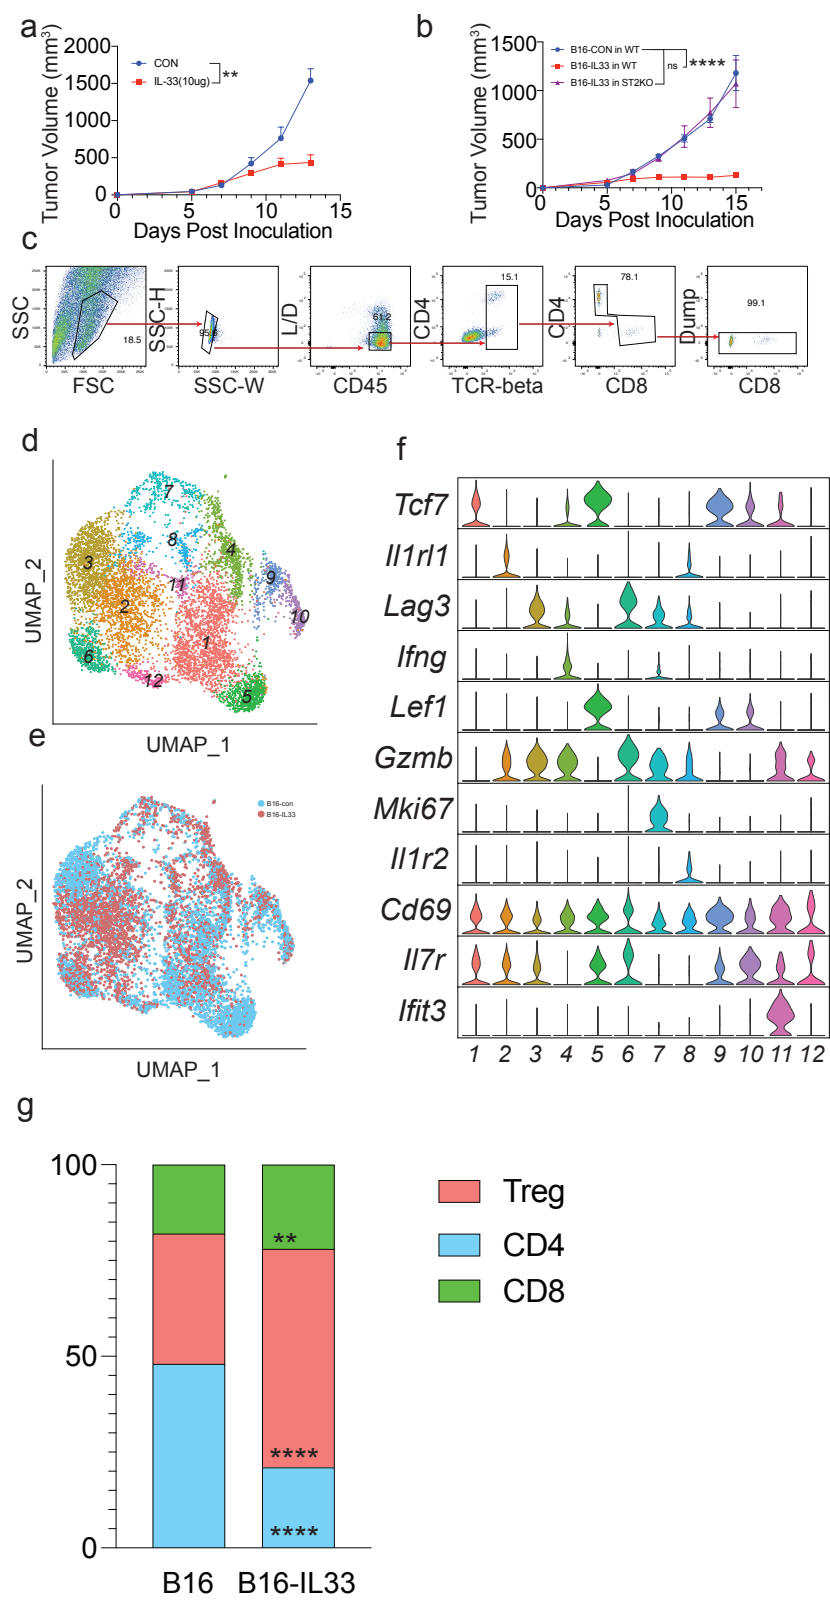

## Figure S1.

### scRNAseq analysis of the TME of B16 and B16-IL33.

(a) B16 tumor cells ( $1 \times 10^5$ ) were inoculated *i.d.* into the right flank of the C57BL/6J mice, IL-33 protein and PBS was treated starting from day 5 and again every 4 days for a total of 3 times. Tumor sizes were monitored every 2 days, average sizes were shown. (b) B16 or B16-IL33 tumor cells ( $1 \times 10^5$ ) were inoculated *i.d.* into the right flank of the C57BL/6J mice or ST2 knock out mice. Tumor sizes were monitored every 2 days, average sizes were shown. (c) Gating strategy to cover T cells from B16 and B16-IL33 tumors for single cell RNA sequencing. (d) UMAP dimensionality reduction projects day 9 T cells from B16 and B16-IL33 tumors to 2 dimensions showing 12 subclusters differentiated by color. Each point represents a single cell, with cells of similar gene expression profiles positioned closer together in the projection. (e) UMAP projection comparing the distribution of T cells in B16 and B16-IL33 tumors. (f) Unsupervised clustering identifies 12 clusters based on expression profiles. Violin plot shows the expression of the top marker gene for all 12 clusters based on adjusted P-value and log2FC. (g) The bar plot shows the percent distribution of these cell types in B16 T cells compared with B16-IL33 T cells. The data shown are representative of three independent experiments. Graphs shown represented data summarized as means  $\pm$  SEM and were analyzed by two-way analysis of variance (ANOVA),  $**P < 0.01$ , and  $****P < 0.0001$ .

figure S2

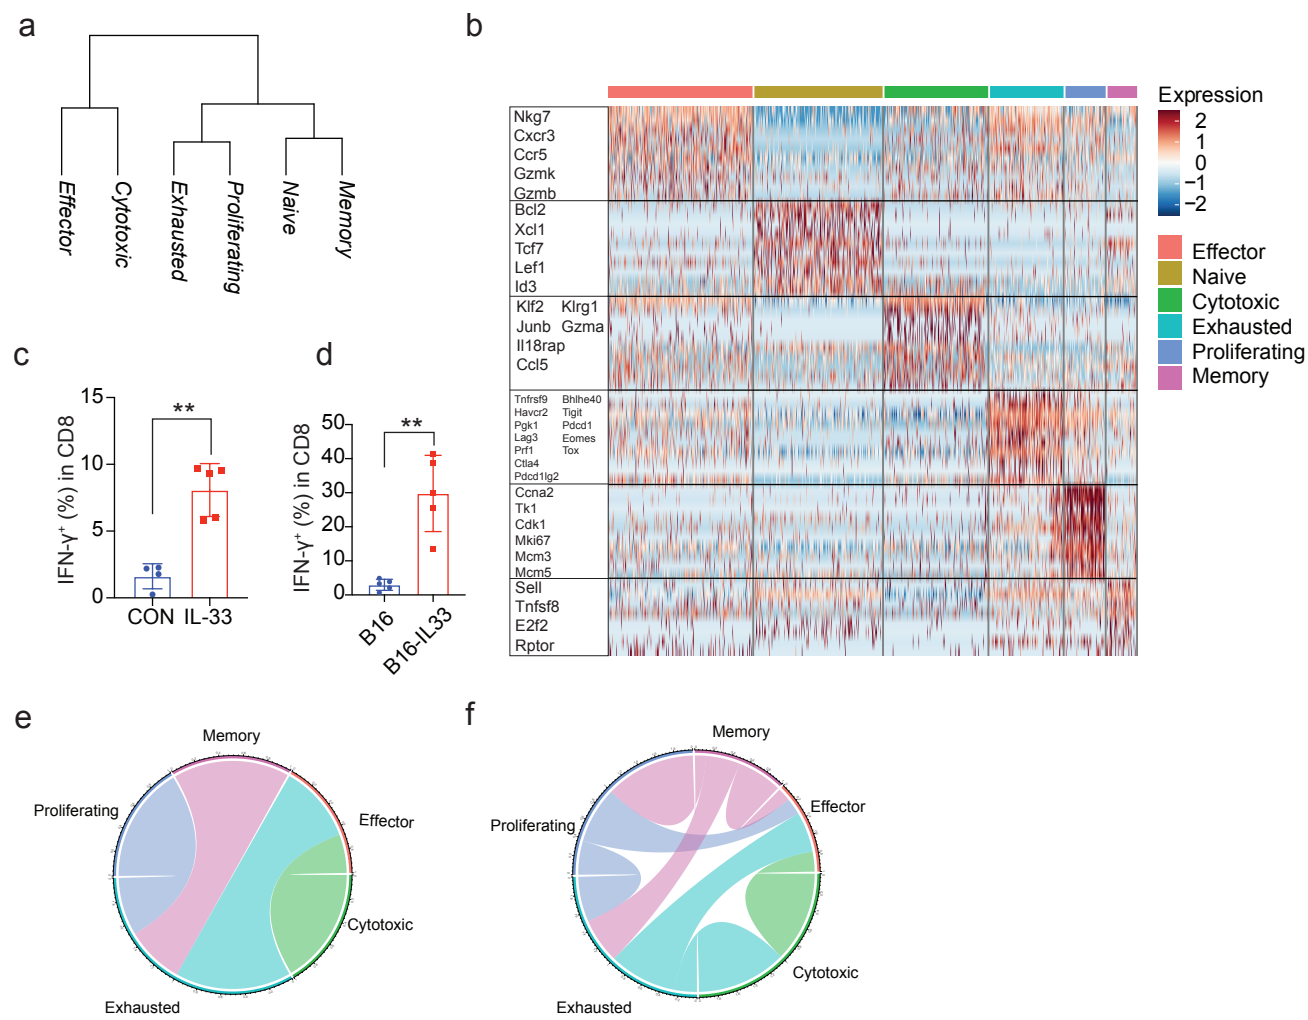

## Figure S2.

### scRNAseq and flow cytometric analysis of CD8<sup>+</sup> T cells in the TME of B16 and B16-IL33.

(a) Hierarchical clustering of all six CD8<sup>+</sup> T cell clusters based on average gene expression. (b) Heatmap of differentially expressed genes of each CD8<sup>+</sup> T cell cluster. (c) Bar plot showing the percentage of IFN- $\gamma$ <sup>+</sup> CD8 T cells in PBS or IL-33 treated MC38 tumor bearing mice. (d) Bar plot showing the percentage of IFN- $\gamma$ <sup>+</sup> CD8 T cells in B16 and B16-IL-33 tumor bearing mice. (e-f) Chord plot showing the detailed TCR sharing situations across six CD8<sup>+</sup> T cell clusters in B16 (e) and B16-IL33 (f). The data shown are representative of three independent experiments. Graphs shown represented data summarized as means  $\pm$  SEM and were analyzed by unpaired two-tailed Student's t-test, \*\* $P < 0.01$ .

figure S3

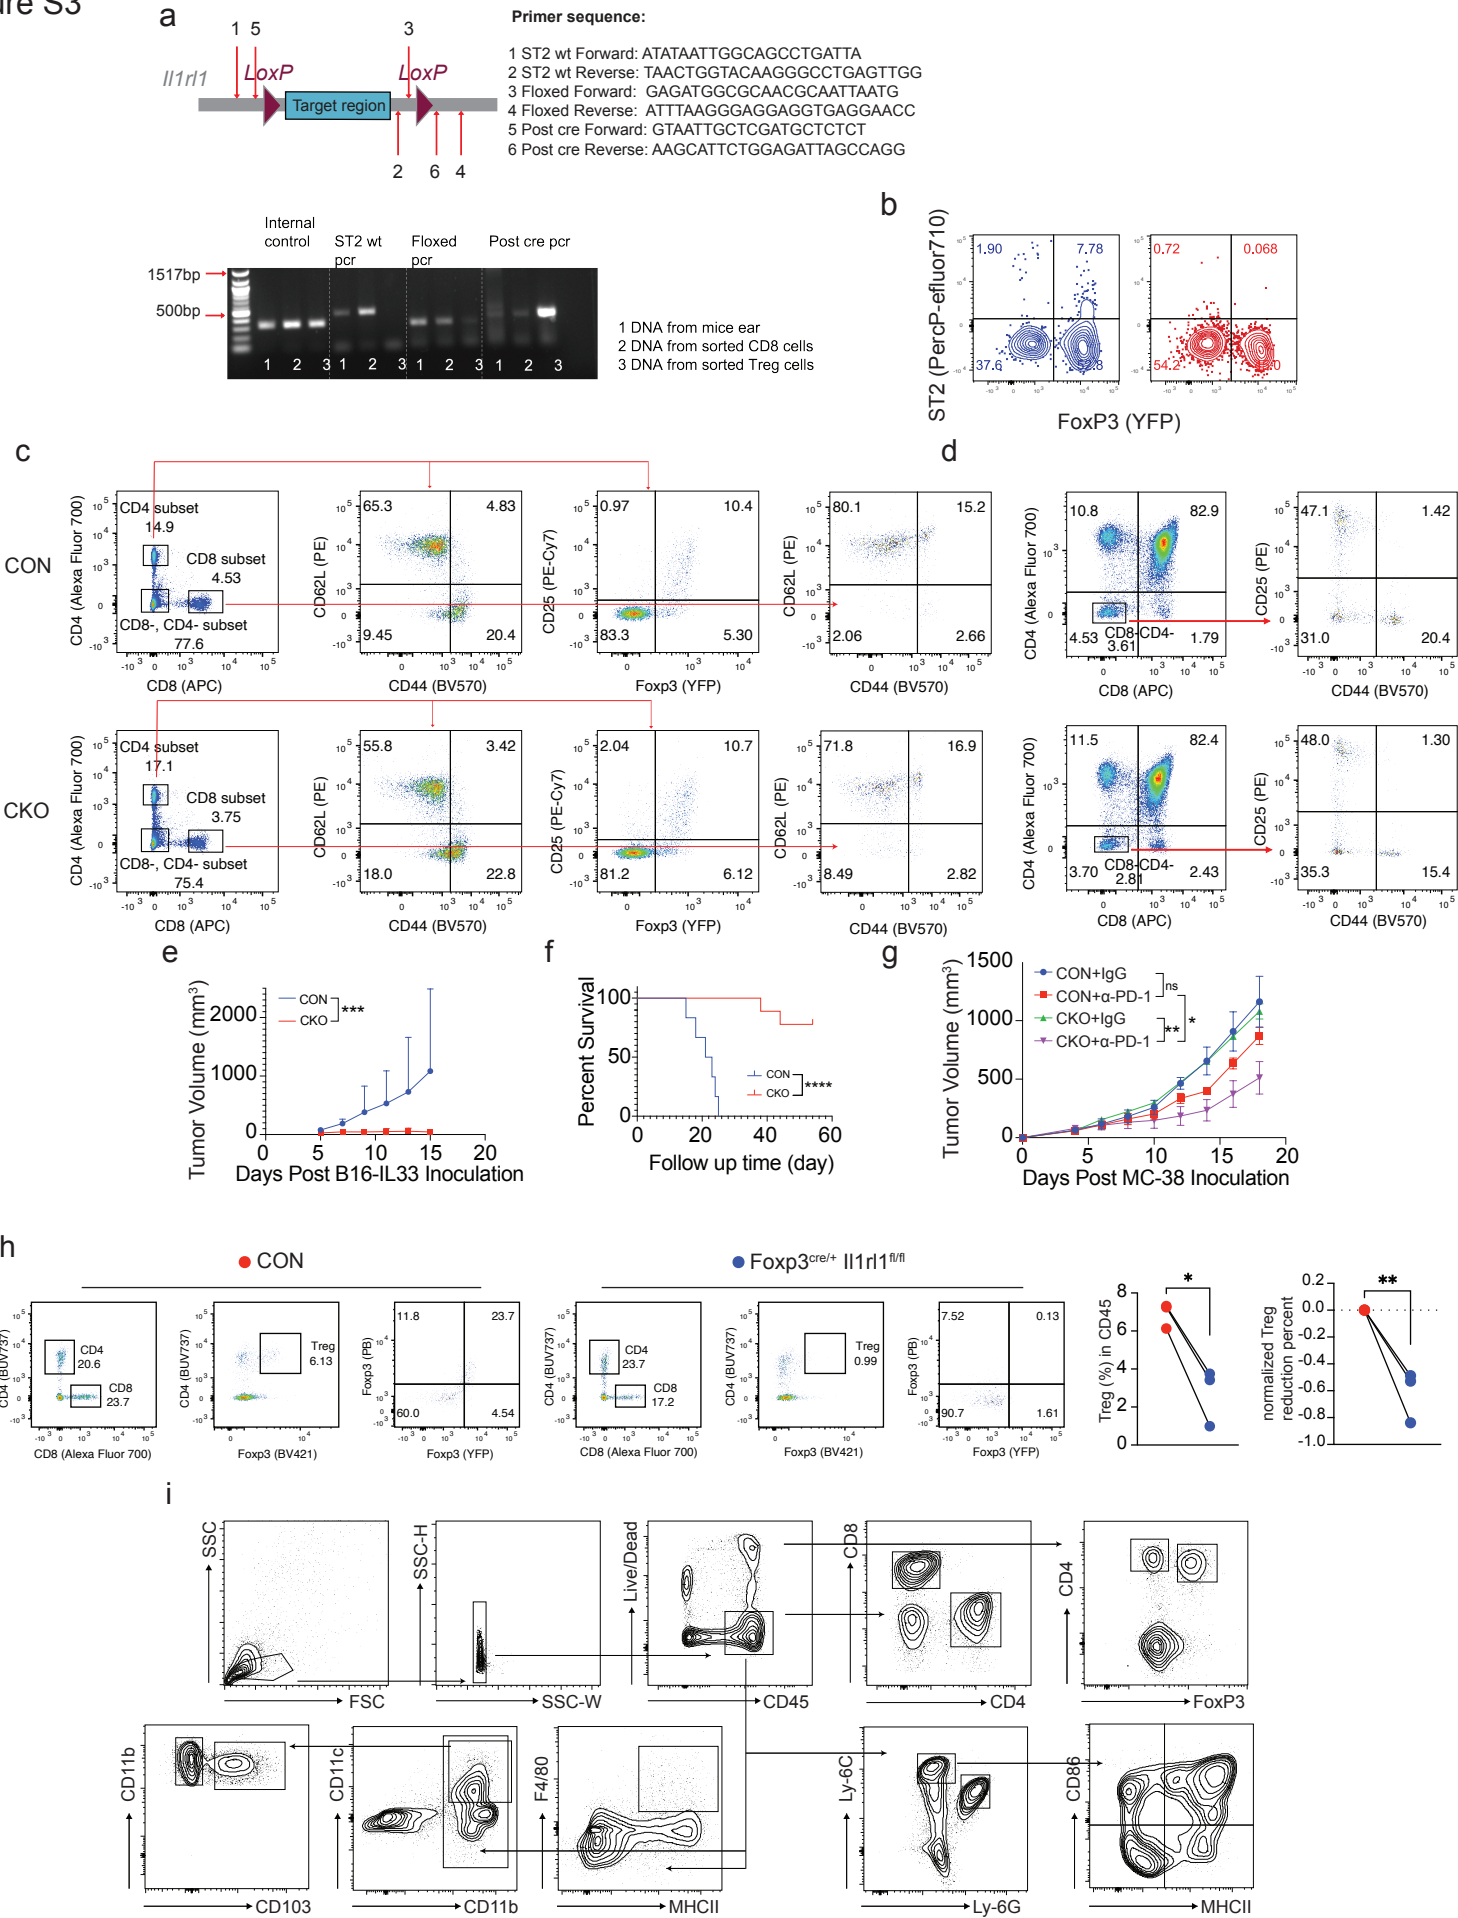

### Figure S3.

#### **Deletion of Il1rl1 in Treg cells resulted in stronger antitumor efficacy in both IL-33-treated and PD-1 mAbs treated mouse tumor models.**

(a) Schematic diagram indicating the location of primers. Treg cells and CD8 T cells were purified by FACS from Foxp3Cre Il1rl1 fl/fl mice. Then the DNA was extracted along with tail specimens. PCR amplified bands were shown. (b) representative flow cytometry plot showing the ST2 staining in Treg cells. (c-d) Cytometry gating of the spleen (c) and thymus (d) for T cell populations in CON and CKO mice. (e-f). B16-IL33 tumor cells ( $1 \times 10^5$ ) were inoculated i.d. into the right flank of the male CON(Foxp3<sup>cre</sup>) and CKO (Foxp3<sup>cre</sup>Il1rl1<sup>flox/flox</sup>) mice. Tumor size was monitored every two days. Tumor curve (e) and overall survival (f) of B16-IL33 tumor-bearing mice. (g) Tumor curve of MC38 tumor-bearing CON or CKO mice treated with anti-PD-1 antibody. (h) Representative flow cytometry plots and statistical quantifications of Treg cells and Foxp3 or YFP expression in CD4 T cells from three B16-IL33 tumors in control and foxp3<sup>cre/+</sup> Il1rl1<sup>fl/fl</sup> mice. (i) Flow cytometry gating strategy. Tumor-infiltrating lymphocytes and myeloid cells analysis for Figure 3 and Figure 4. The data shown are representative of two independent experiments. Graphs shown represented data summarized as means  $\pm$  SEM and were analyzed by unpaired two-tailed Student's t-test or two-way analysis of variance (ANOVA), \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , and \*\*\*\* $P < 0.0001$ .

figure S4

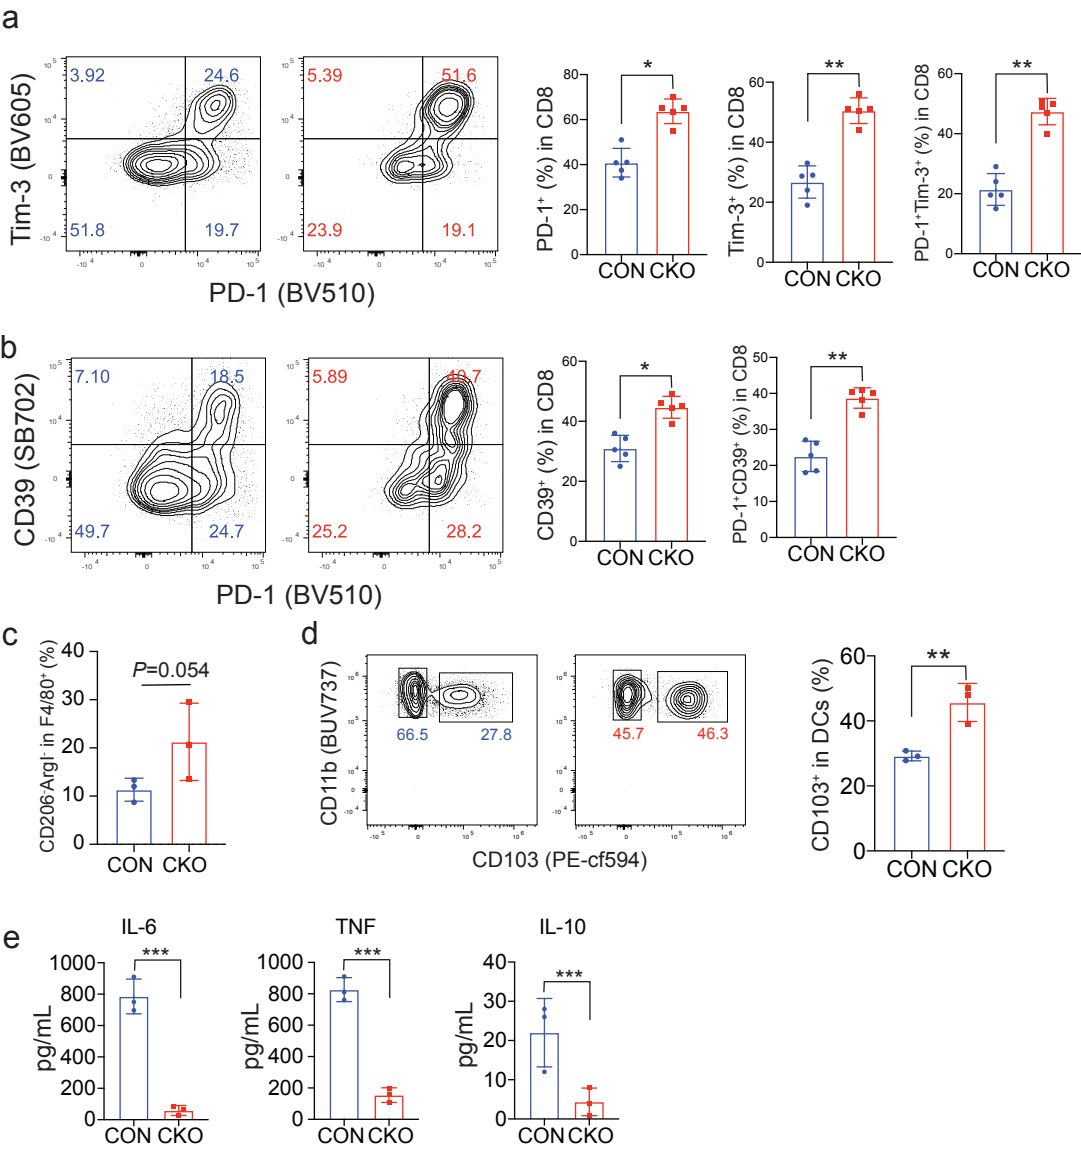

## Figure S4.

### The changes of T cells and DCs in the TME upon deletion of *Il1rl1* in Treg cells.

(a) Representative flow cytometry plot and quantitative plot of the percentage of PD-1<sup>+</sup>, Tim-3<sup>+</sup>, or PD-1<sup>+</sup>Tim-3<sup>+</sup> CD8<sup>+</sup> T cells. (b) Representative flow cytometry plot and quantitative plot of the percentage of 39<sup>+</sup> or PD-1<sup>+</sup>CD39<sup>+</sup> CD8<sup>+</sup> T cells. (c) Bar plot showing the percentage of type1 macrophages in CON(*Foxp3*<sup>cre</sup>) or CKO (*Foxp3*<sup>cre</sup>*Il1rl1*<sup>flox/flox</sup>) mice. (d) Representative flow cytometry plot and a quantitative plot showing the percentage of CD103<sup>+</sup> dendritic cells. (e) Bar plot showing the IL-6, TNF, and IL-10 levels in tumor extracts from CON or CKO mice. Data shown represent two to five independent experiments (day8 takedown). Graphs shown represented data summarized as means  $\pm$  SEM and were analyzed by unpaired two-tailed Student's t-test, \* $P < 0.05$ , \*\* $P < 0.01$ , and \*\*\* $P < 0.001$ .

figure S5

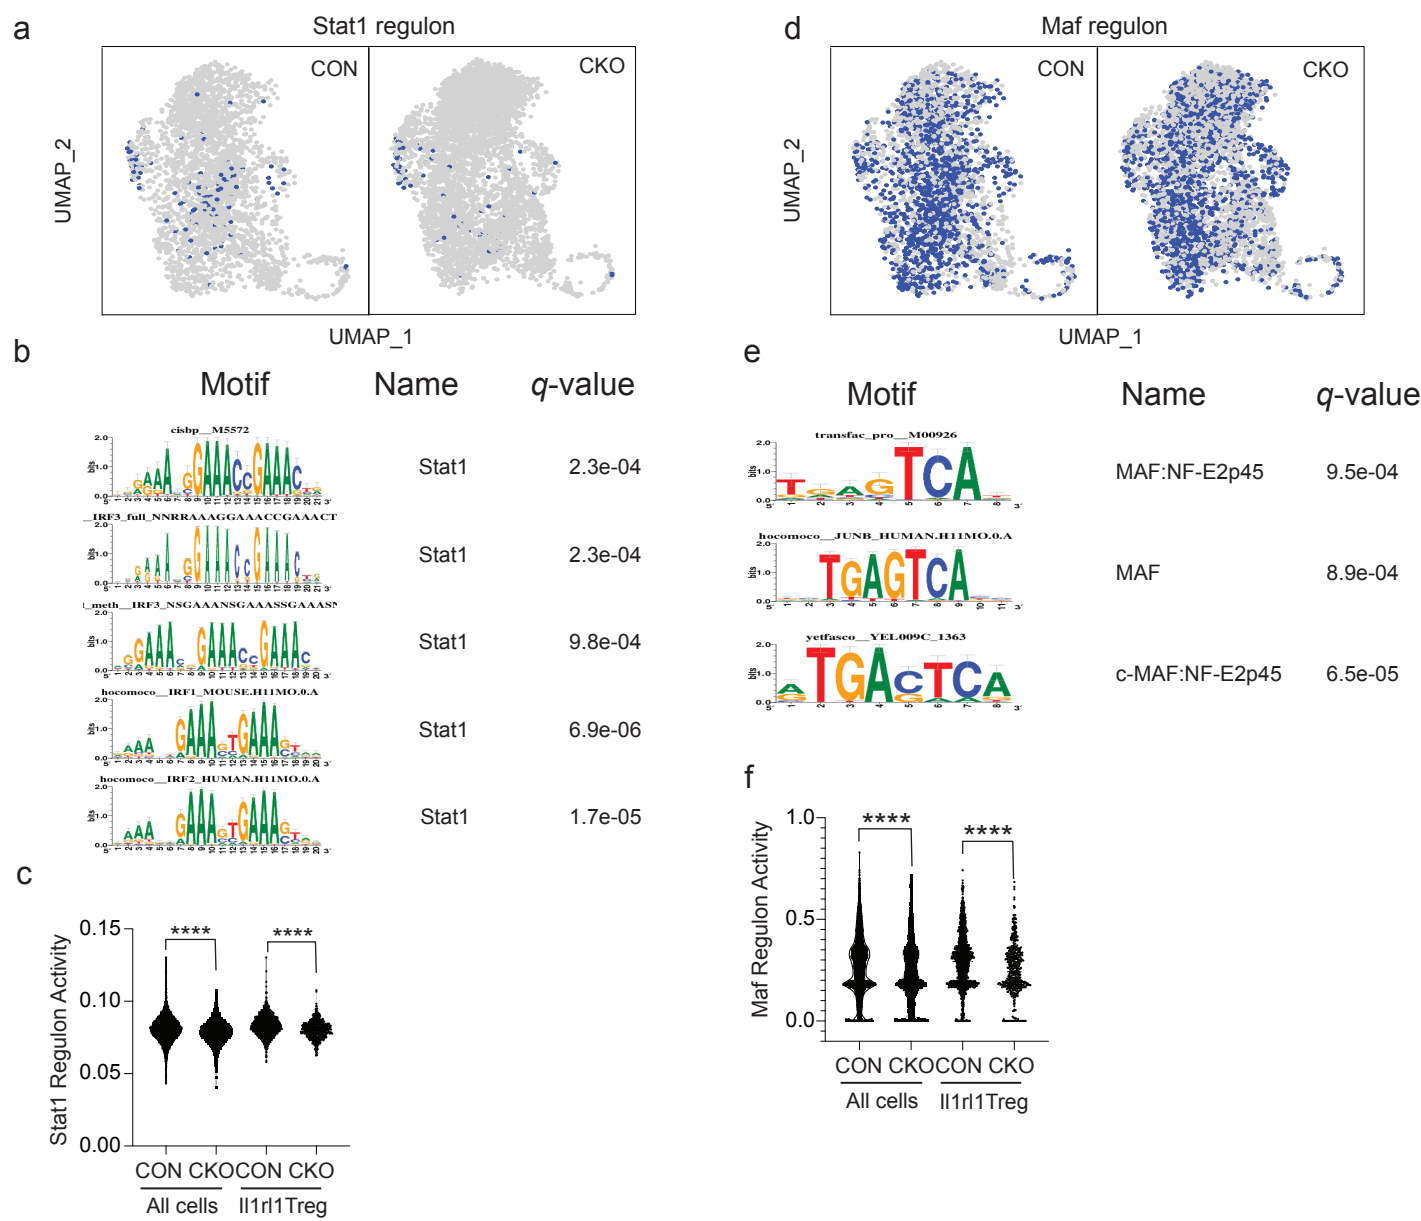

**Figure S5.**

**IL-33-induced transcription factors in IL1RL1<sup>+</sup> Treg cells.**

(a) UMAP projection comparing the distribution of Stat1 regulon in B16 and B16-IL33 tumors. (b) Motif enriched in the promoter region of Stat1 target genes. (c) Violin plot showing the Stat1 regulon activity of Treg cells in all clusters and in ST2Treg cluster. (d) UMAP projection comparing the distribution of Maf regulon in B16 and B16-IL33 tumors. (e) Motif enriched in the promoter region of Maf target genes. (f) Violin plot showing the Maf regulon activity of Treg cells in all clusters and the ST2<sup>+</sup> Treg cluster. \*\*\*\* $P < 0.0001$ .

figure S6

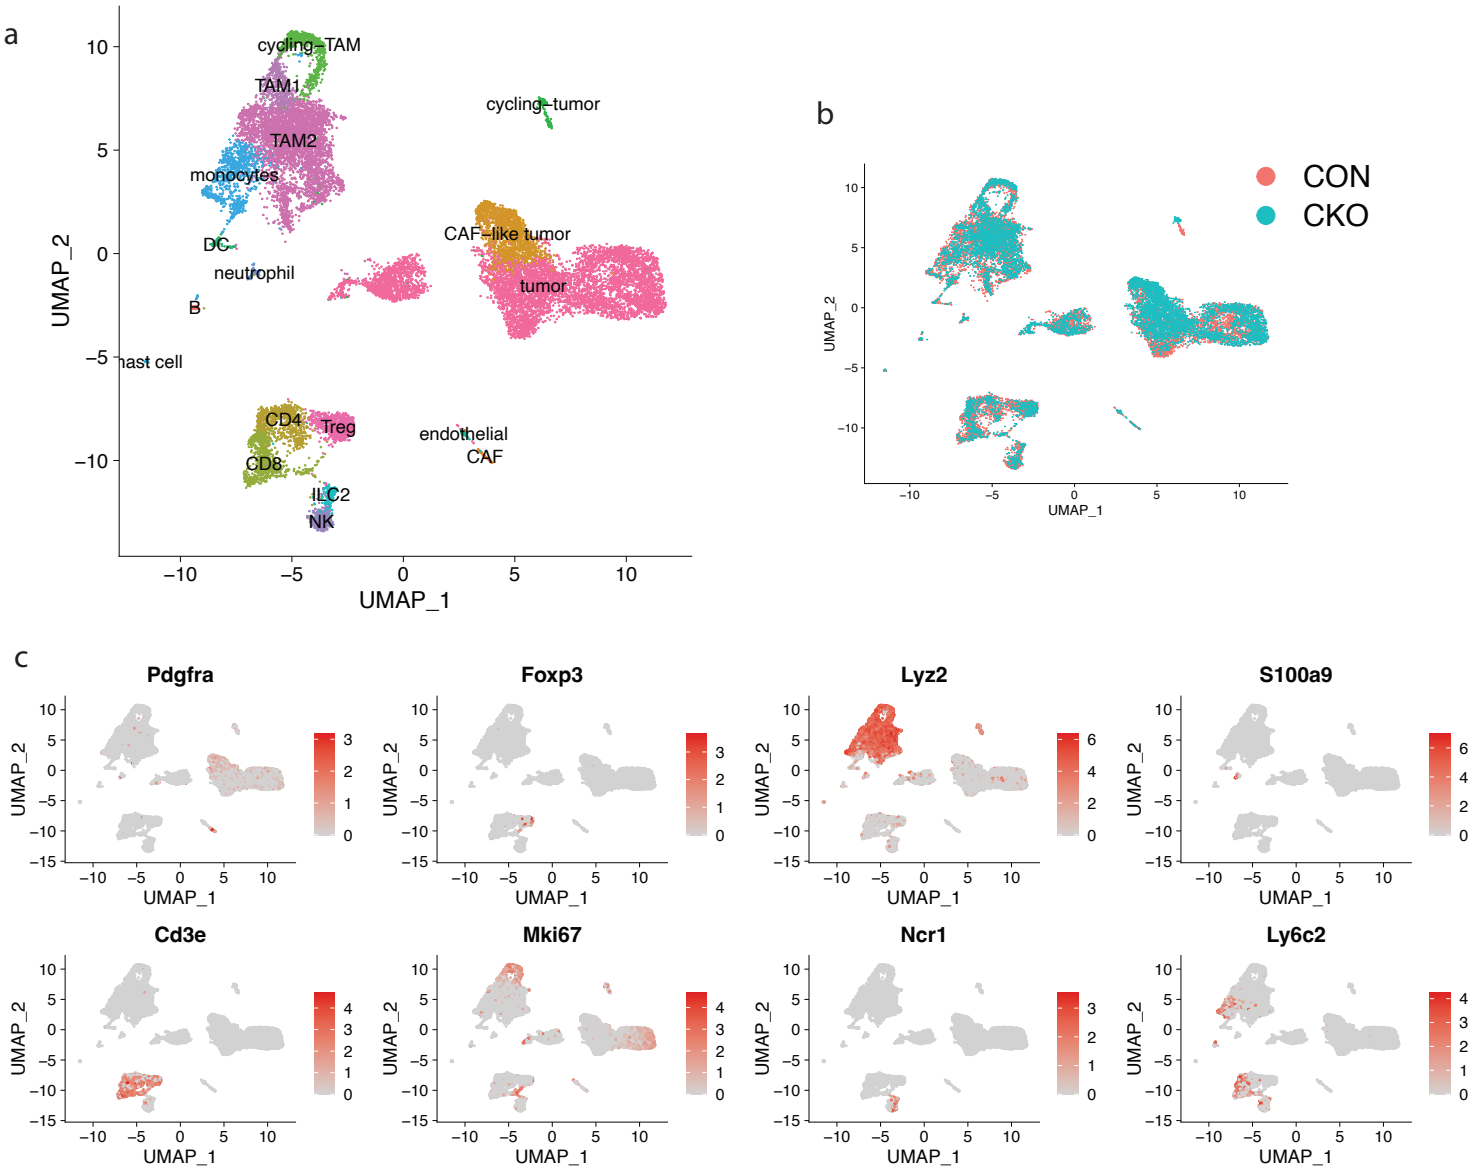

**Figure S6.**

**The whole tumor scRNAseq analysis of MC38 tumors upon IL-33 treatment.**

(a) UMAP dimensionality reduction projects all cells from PBS or IL-33 treated MC38 tumor to 2 dimensions showing different subclusters differentiated by color. Each point represents a single cell, with cells of similar gene expression profiles positioned closer together in the projection. (b) UMAP projection comparing the distribution of cells from PBS or IL-33 treated MC38. (c) UMAP projection of several cluster-specific genes.

figure S7

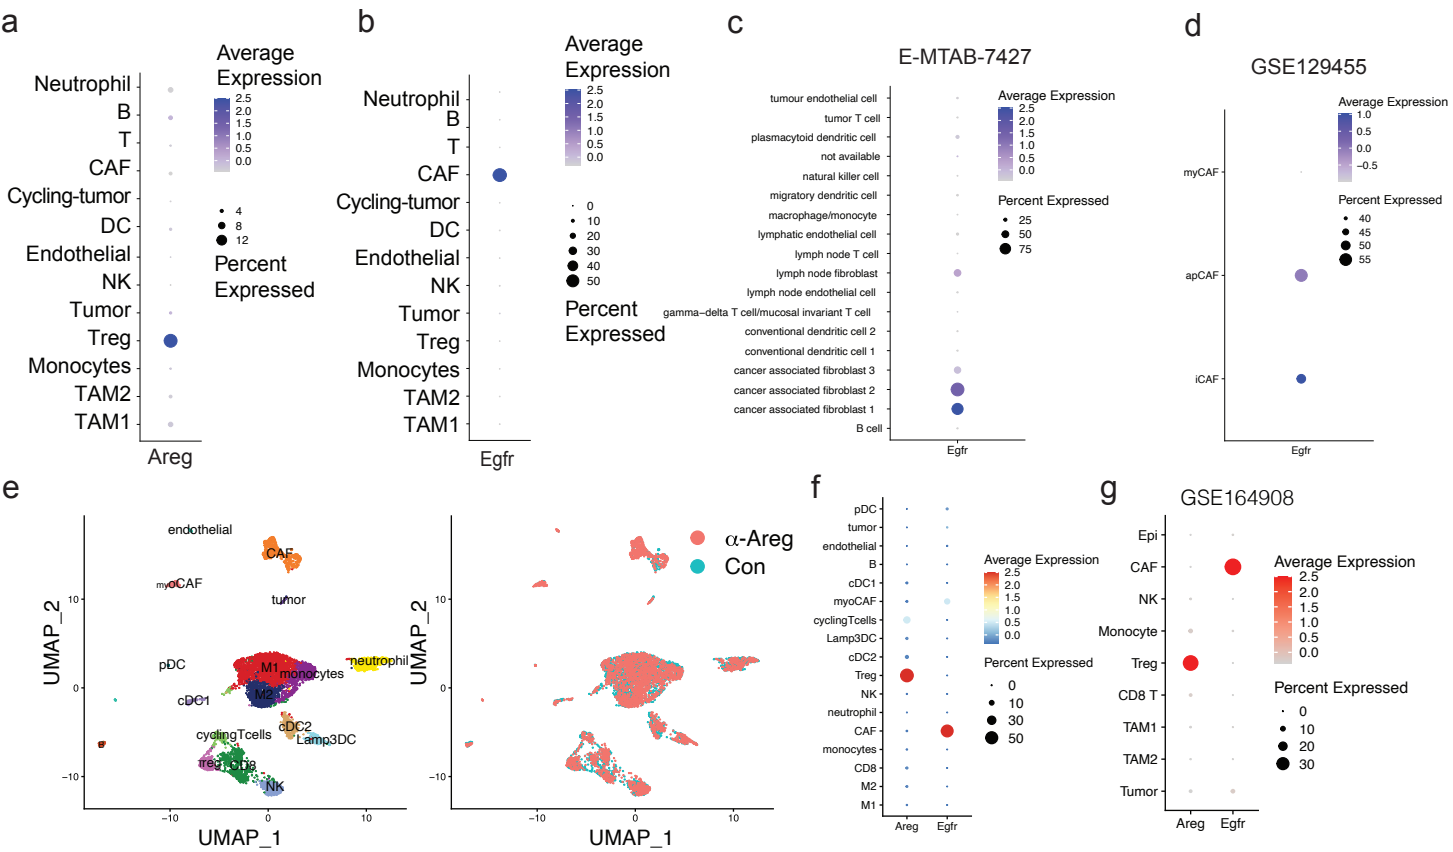

## Figure S7.

### ***Areg* and *Egfr* expression in tumor samples.**

(a) The dot plot shows the *Areg* gene expression level across all clusters in the MC38 tumor microenvironment related in figure S6. (b) Dot plot showing the *Egfr* gene expression level across all clusters in the MC38 tumor microenvironment. (c) The dot plot shows the *Egfr* gene expression level across all clusters in the B16 tumor microenvironment. Data reanalyzed from E-MTAB-7427 (d) Dot plot showing the *Egfr* gene expression level across all CAF clusters in the PDAC cancer microenvironment. Data reanalyzed from GSE129455. (e) UMAPs show cells within the B16-IL33 tumors from control and anti-Areg treated mice. (f) The dot plot shows the expression of Areg and Egfr in each cell type in B16-IL33 tumors. (g) The dot plot shows the expression of Areg and Egfr across different cell types in the TME of MC38 tumors. Data from GSE164908 were reanalyzed.

figure S8

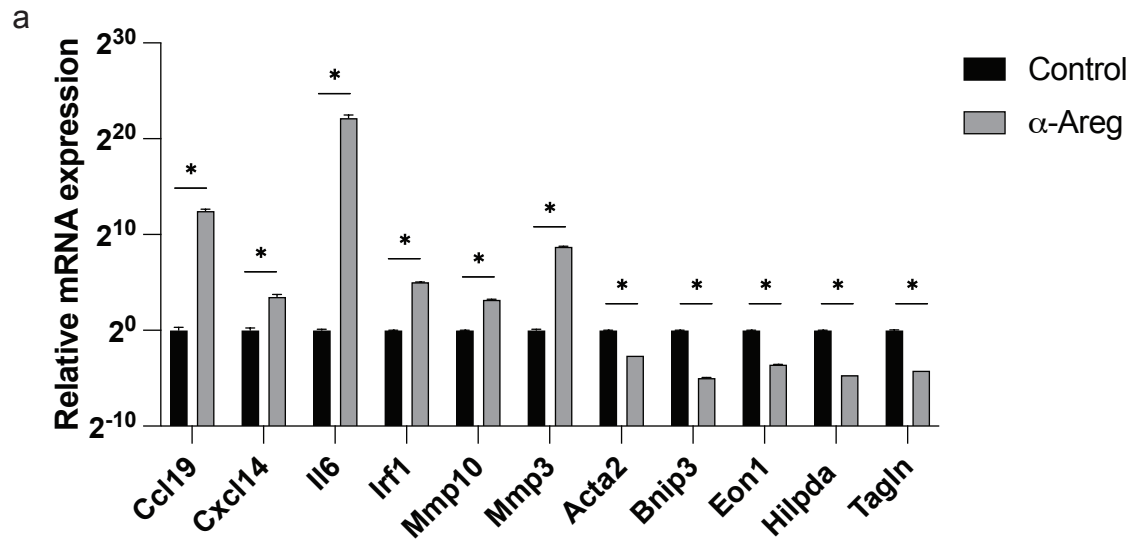

b

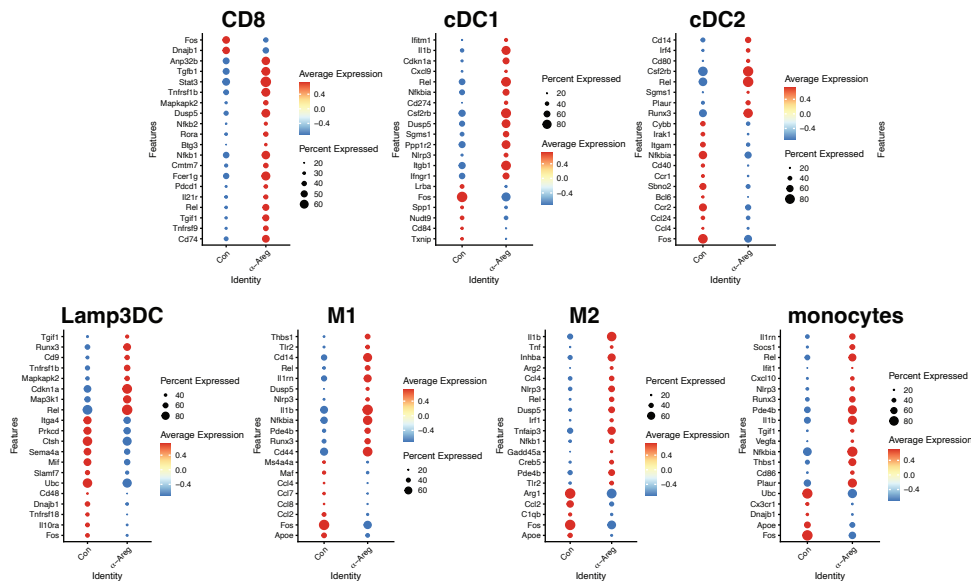

## **Figure S8.**

### **Anti-Areg antibody altered tumor microenvironment.**

(a) A bar plot shows RT-QPCR results of the top differentially expressed genes in CAFs purified from control and the anti-Areg-antibody-treated mice. This panel is related to Figures 6f and 6g.

(b) Dot plots of the scRNAseq analysis illustrate the expression level and percentages of the top differentially expressed immune-related genes in various cell types in the TME of control and anti-Areg-antibody-treated mice.

How the deposited data were processed for this re-analysis (not part of the article)

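The data come from T cells sorted on TCR-β from B16 and B16–IL-33 tumors on day 9 after inoculation of 100000 melanoma cells, labelled with hashtag antibodies and pooled before loading. One pool was sequenced as 1 gene expression library, 1 hashtag library and 1 TCR library, so each tumor is 1 sample, and no test across animals was possible. The whole-tumor libraries, the libraries of CON and CKO mice and the MC38 data of the study were not analysed here.

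The authors deposited the gene expression values as raw counts of UMIs per gene and cell barcode, made by Cell Ranger 3.1.0 from reads aligned to a combined human and mouse (mm10) reference, without normalization and before their cell filters. The hashtag values were deposited as raw counts of UMIs per tag and barcode, together with UMIs that matched no tag. The tool that made them is not named in the paper's text, which describes Cell Hashing and CITE-seq antibodies. The TCR values were deposited as counts of UMIs per assembled contig in Cell Ranger's table of filtered contigs, with its own clonotypes. Identifiers of 30934 of the 31053 mouse genes were found in GENCODE vM21 (GRCm38), which gave the coordinates.

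Cells were kept by the limits in the paper's methods: genes in at least 4 cells, 200 to 2500 detected genes and under 5% mitochondrial UMIs. Counts were log-normalized in Seurat 5.3.0 under R 4.3.3, and 50 principal components of 2000 variable genes were clustered at a resolution of 0.8. The paper used Seurat 3.1.5 and gives a range of resolutions. A cluster was called non-T if its CD3 UMIs were below 60% of the median cluster, a threshold set after the data were seen, or if at least 2 of its 10 leading genes were markers of other cell types. The B cell–like cluster, at 70.6% of the median, was called by the latter. CD8+ clusters had more than 80% of their *Cd8a*, *Cd8b1*, *Cd4* and *Foxp3* signal from the CD8 genes, T_reg_ clusters had *Foxp3* at 60% or more of the highest cluster, and T_conv_ clusters had it under 15%. Other T cell clusters were split by each cell's own UMIs, and 1 cluster with few UMIs and no lineage marker among its leading genes was left unnamed. CD8+ T cells and T_reg_ cells were clustered again with the reported genes and TCR genes held out. The reported genes were also left out of the marker lists used for names, except in the alternative with all variable genes. Names came from the paper's marker genes, and the closest list gave the name if at least 3 of its markers were raised by more than 0.5 SD over the mean of the clusters, the mean of its markers exceeded 0.3 SD, and no other list had as many or more markers among the 10 leading genes of the cluster, unless none had any. A cluster with few UMIs and no such leading gene was left unnamed as well.

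HTODemux at quantiles of 0.99 and 0.95 stopped with an error because cells without counts formed a cluster, and a fixed rule of at least 10 tag UMIs with at least 80% from 1 tag called 0 cells. The rule used, at least 1 tag UMI and all tag UMIs from tags of 1 tumor, was chosen after the data were seen, and it leaves most cells without a tumor. A cell given a tumor rests in most cases on 1 tag UMI. Scrublet, run in scanpy 1.11.5 with an expected doublet rate of 8%, called 0 cells and gave no usable doublet calls, so the alternative without doublets leaves out the 428 cells with at least 2 productive beta chains.

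Expression was summed over cells as CPM. Shares of cells with a UMI were taken after thinning each cell to 1500 UMIs, and cells with fewer were left out; each such share comes from 1 random draw unless 1000 draws are named. Intervals at 95% were computed in SciPy 1.17.1 and cover counting error only, and a count of 0 allows up to 3 counts. Those of CPM and of ratios take each UMI as independent, so they are too narrow where a few cells hold many UMIs of a gene. Cells of 1 pool are not independent samples, so no p-value, standard error or number of changed genes is given from cells. Genes named for a ratio between tumors were those the paper names and the 5 highest and 5 lowest ratios among genes with at least 200 UMIs, a rule set before the data were examined. The result of 1 gene is not reported here. The calculation of the ratio was checked on simulated data for T_reg_ cells by tumor. Of 848 genes ranked, 189 were changed, and 100% of these had the right direction. The interval held the true fold for 94.2% of changed and 95.9% of unchanged genes. The simulated counts were Poisson sums per tumor without single cells, which is what the interval assumes. The check therefore cannot show that the intervals hold where a few cells carry many UMIs of a gene.

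A clone is a clonotype as called by Cell Ranger, and an expanded clone has at least 2 cells of the lineage in the whole library. The design set before the data were examined counted clones within a tumor, which the few tagged cells did not allow. Draws to equal numbers of cells were repeated 1000 times with a fixed seed.

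Alternatives set before the data were examined were no upper limit on detected genes, a mitochondrial limit of 10%, a resolution of 1.4, 20 principal components, all variable genes, lineage from a cell's own UMIs, leaving out doublets, the mean of each cell's own CPM, clones by the beta chain or by paired chains, expanded clones of at least 3 cells, all cells as denominator, and equal numbers of cells. No mitochondrial limit, the tags numbered 1 or 2 alone, leaving out the 5 T_reg_ cells of each tumor with the most UMIs of a gene, and the mean of 1000 thinning draws were added after the data were seen. So were the grouping of T_reg_ clusters by *Il1rl1* and the choice of clusters closest to the eT_reg_ markers. Trajectory analysis, regulons and the published chromatin data were not analysed here.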

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

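The tests of non-T cells and of the *Zbtb16* cluster were written down before their results were seen, but the decision for the latter was changed afterwards, the share of non-T cells by tumor was compared after the data were seen, and the barcodes with human UMIs were described without a test.

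Clusters of non-T cells held 585 of the 9078 kept cells, a population in a library sorted for T cells that the paper does not report on. The largest, with 517 cells, was led by the myeloid gene *Csf1r*. Clusters of 29 neutrophil-like, 23 melanoma-like and 16 B cell–like cells followed. If these were doublets of a T cell with another cell, they should carry a TCR clonotype about as often as T cells do. They did so in 70 of 585 cells, 12.0% (9.45 to 14.9), against 65.9% of T cells, which argues against doublets as the source of most of them. Cells of other types that passed the sort remain open. They made up 6.91% (5.25 to 8.90) of tagged B16 and 7.69% (3.90 to 13.3) of tagged B16–IL-33 cells, a difference of 0.783 percentage points (-3.50 to 6.68) within counting error, so a biological difference between the tumors was not detected.

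A cluster of 277 cells among the T_conv_ cells, which the paper does not describe in these libraries, was led by *Zbtb16*, *Il4* and *Klrb1c*, genes of natural killer T cells. In invariant natural killer T cells, the alpha chain joins *Trav11* to *Traj18*. Of the cluster's cells with an alpha chain, 44 of 86 had this join, 51.2% (40.1 to 62.1), against 13 of 1316 (0.988%) in the other T_conv_ cells. The interval reaches below 50%. An earlier form of the decision asked for its lower bound to lie above 50% and was replaced, once the value was known, by a point estimate above 50% with a lower bound above that of the other T_conv_ cells. The values are consistent with a cluster that may consist in large part of invariant natural killer T cells, and the identity of its remaining cells is open. Its share by tumor was not tested.

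Barcodes with more human than mouse UMIs numbered 79 among all barcodes in the gene expression library, although the samples are mouse cells. The quality limits kept 0 of them, and human genes took 0.0197% of all UMIs. Their source was not tested, the design names no human sample, and no biological explanation was tested.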

How the results depend on the processing

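The alternatives were set before the data were examined except for no mitochondrial limit, the tags numbered 1 or 2 alone, leaving out the cells with the most UMIs and the mean of 1000 thinning draws, which were chosen after the data were seen. No paired analysis was made because each tumor was taken as 1 sample of a single pool.

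In all, 156 alternative values were computed for 30 results. Those that stayed within the counting interval of the main value or, for the number of cells kept, within 1.5 times of it, numbered 93 set beforehand and 42 added. The number of cells kept, 9078, became 9844, 10248 and 11045, changes far larger than counting error that the wider limit counts as staying within it. Those outside these limits numbered 13 set beforehand and 8 added, and no difference that exceeded counting error changed its sign. Of 131 alternative values of differences and ratios with an interval of their own, 6 fell within counting error where the main value exceeded it, and 7 exceeded it where the main value did not. The former were the difference in CD8+ cells in expanded clones by the beta chain, by paired chains, without a mitochondrial limit (22.4 percentage points) and with the tags numbered 2 only, the ratio of *Tigit* at a resolution of 1.4 (1.13), and the difference in T_reg_ clusters closest to the eT_reg_ markers without an upper limit on detected genes. The latter were the difference in T_reg_ cells in expanded clones by the beta chain, the exhausted-like share without a mitochondrial limit (14.4 percentage points), the proliferating-like share with the tags numbered 1 only, and the share with an *Il1rl1* UMI after thinning under 4 alternatives: a mitochondrial limit of 10% (10.8 percentage points), no mitochondrial limit (11.7 percentage points), no upper limit on detected genes (10.03 percentage points) and the tags numbered 2 only (16.9 percentage points). Differences within counting error did change sign: the CD8+ share by tumor was -1.50 percentage points and the naïve-like share 4.55 percentage points without an upper limit on detected genes, the effector-like share was 0.652 percentage points with all variable genes and 0.125 percentage points without doublets, and with the tags numbered 2 only the naïve-like share was 3.35 percentage points and the proliferating-like share -3.60 percentage points. The difference in T_reg_ cells with an *Il1rl1* UMI after thinning, 6.90 percentage points in 1 draw with an interval that reaches below 0, had a mean of 11.5 percentage points over 1000 draws, and the interval lay above 0 in 964 of them, so the single draw lies below that mean.

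The definition of a clone moved the share of cells in expanded clones. It was 34.0% for CD8+ and 16.0% for T_reg_ cells by the beta chain, 27.4% and 10.5% by paired chains, 11.2% and 0.983% with expanded clones of at least 3 cells, and 17.4% and 5.31% with all cells as denominator. A larger minimum size and a larger denominator lower a share by construction; for the chains, the cause was not tested. The beta chain also gave 77.5% for sharing of CD8+ clones between clusters and -15.3 percentage points (-21.4 to -4.67) for the difference in T_reg_ cells between tumors, which then exceeds counting error. The difference in CD8+ cells in expanded clones between tumors was 12.0 percentage points by the beta chain and 17.6 percentage points by paired chains, against 24.2 percentage points in the main analysis.

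Without an upper limit on detected genes, the difference between tumors was 21.7 percentage points for T_reg_ clusters with high *Il1rl1* and -5.17 percentage points (-16.7 to 7.08) for those closest to the eT_reg_ markers, and the latter was -10.7 percentage points without a mitochondrial limit. The ratio of *Areg* was 5.71 by the mean of each cell's own CPM, 5.73 without a mitochondrial limit and 5.33 without the cells with the most UMIs. The cause was not tested.

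With the tags numbered 1 only, the ratio was 4.84 for *Areg* and 3.96 for *Il1rl1*, and differences between tumors were 55.4 percentage points for CD8+ cells in expanded clones, -40.6 percentage points for the naïve-like and 42.9 percentage points for the proliferating-like cluster. These rest on few cells, and the cause was not tested. With the tags numbered 2 only, the difference in CD8+ cells in expanded clones was 4.72 percentage points, so this result, whose main interval nearly reaches 0, rests on the tags numbered 1.

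HTODemux at the 0.95 quantile and the fixed hashtag rule gave no calls and therefore no values. No cluster was named effector-like without an upper limit on detected genes, and none naïve-like without a mitochondrial limit. Only 20 CD8+ cells carry a B16–IL-33 tag, which limits the detection of differences in CD8+ clusters.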

Differences from the paper's values

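Shares here are over cells that were given a tumor by the rule chosen after the data were seen, 939 of 8946 kept cells in the hashtag library, among which T_reg_ cells are over-represented (a tag was found in 12.3% of T_reg_ and 9.02% of T_conv_ cells). The paper's shares are over the cells it assigned to a tumor, by a rule its text does not name, so the denominators are not known to be alike. Cluster names were rebuilt from the paper's marker genes, so that each share depends on those names as well. Shares are taken first where the paper's value lies outside the counting interval and the larger value is more than 1.5 times the smaller, and the lineage shares, which differ by less than that, follow. Of the alternatives named here, no mitochondrial limit and the tags numbered 1 or 2 alone were chosen after the data were seen.

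The effector-like cluster held 29.3% (20.3 to 39.8) of B16 CD8+ T cells, whereas the paper's value is about 19% in Fig. 1D, read by eye. Among the alternatives set before the data were examined, leaving out doublets (26.2%) brought the larger value to less than 1.5 times the smaller. A mitochondrial limit of 10% (34.0%), a resolution of 1.4 (29.3%), all variable genes (29.3%) and 20 principal components (37.0%) did not. The tags numbered 1 alone (15.6%), chosen after the values were seen, also brought the paper's value within the counting interval.

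The proliferating-like cluster held 20.0% (5.73 to 43.7) of B16–IL-33 CD8+ T cells, whereas the paper's value is about 5% in Fig. 1D, read by eye. All variable genes (15.0%) brought the paper's value within the counting interval. No upper limit on detected genes (18.2%), a mitochondrial limit of 10% (21.1%), a resolution of 1.4 (20.0%), 20 principal components (20.0%) and leaving out doublets (21.1%) did not. The tags numbered 2 alone (7.69%, 1 of 13 cells), chosen after the values were seen, also brought the paper's value within the counting interval. The share rests on 4 of 20 cells.

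For the lineage shares of B16 cells, the paper's values lay outside the counting intervals, and the larger value was less than 1.5 times the smaller. T_reg_ cells made up 48.6% (44.9 to 52.3), whereas the paper's value is about 34% in fig. S1G, read by eye, and no alternative had an interval that reached it. T_conv_ cells made up 38.7% (35.1 to 42.3), whereas the paper's value is about 48% in fig. S1G, read by eye, and the interval reached it with the tags numbered 1 alone (44.9%), chosen after the values were seen. CD8+ T cells made up 12.7% (10.4 to 15.4), whereas the paper's value is about 18% in fig. S1G, read by eye, and the interval reached it without an upper limit on detected genes (17.7%) and with the lineage from each cell's own UMIs (20.1%).

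The paper reports 11,022 cells, and its filter kept 9078. No upper limit on detected genes gave 9844 cells and a mitochondrial limit of 10% gave 10248, and no mitochondrial limit, chosen after the values were seen, gave 11045.

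In direction, the paper states that the effector cluster takes a larger share of CD8+ T cells in B16–IL-33 than in B16 tumors. The difference here was -4.35 percentage points, within counting error, and it was positive with all variable genes (0.652 percentage points) and without doublets (0.125 percentage points). The paper states that CD8+ T cells accumulate in B16–IL-33 tumors, where the difference of 2.68 percentage points was within counting error.

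The paper describes a memory cluster among CD8+ T cells, and none was named here. It places *Gzmb* in effector and cytotoxic cells, whereas *Gzmb* was higher in the exhausted-like cluster, at 1803 CPM, than in the effector-like cluster, at 1249 CPM. *Ifng* was highest in the unnamed cluster, at 1940 CPM, which was closest to the exhausted list, and the paper places *Ifng* in effector, cytotoxic and exhausted cells. Of 4 genes it places in exhausted and proliferating cells, *Tigit* was lower in the proliferating-like cluster, at 109 CPM, than in the effector-like cluster, at 196 CPM. The paper names an IL1RL1+ T_reg_ cluster, and none was named with the main settings, where the unnamed cluster was the closest to that list. *Il1rl1* itself was left out of that list in the main naming, which may contribute to this difference. All variable genes, 20 principal components, a resolution of 1.4 and a mitochondrial limit of 10% gave 1 each, and no mitochondrial limit, chosen after the values were seen, gave 2. *Klrg1*, which the paper lists as a marker of that cluster, differed little, with a ratio of 1.11. Checkpoint genes, which the paper places in eT_reg_ and hyperT_reg_ cells, were highest in the unnamed T_reg_ cluster, with *Ctla4* at 3089 CPM, and *Ctla4* was higher in the ifnT_reg_-like cluster, at 1662 CPM, than in the eT_reg_-like and hyperT_reg_-like clusters, at 1176 CPM and 1479 CPM. *Tnfrsf9* was higher in the ifnT_reg_-like than in the eT_reg_-like cluster, at 1810 CPM and 1159 CPM, and differed from the hyperT_reg_-like cluster by less than counting error, with a ratio of 1.03 (0.969 to 1.10).

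The paper states that B16 tumors hold fewer CD8+ clones. The tagged cells held 73 clones in B16 and 16 in B16–IL-33 tumors, which follows the number of tagged cells. It also states that preT_reg_ and IL1RL1+ T_reg_ cells are clonally expanded more often in B16–IL-33 tumors, where 0 of 36 tagged cells of the preT_reg_-like clusters and the clusters with high *Il1rl1* were in expanded clones, against 3 of 110 in B16 tumors, too few to tell a direction. For all T_reg_ cells the shares were 1 of 53 in B16–IL-33 and 21 of 254 in B16 tumors, a difference within counting error, and by the beta chain 1 of 45 and 39 of 222, a difference that exceeded it. Such shares also depend on the number of cells of each tumor in the library, which is not known.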

Other observations

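The tests on hashtags, on the mitochondrial limit, on the T_reg_ cluster with few UMIs and on *Areg* outside T_reg_ cells were chosen after the results were seen, and the test on clones in both CD4+ lineages was written down before.

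The hashtag calls rest on few UMIs. If tag UMIs were free molecules without information on the cell, barcodes with several tag UMIs would mix tags as their frequencies give. All tag UMIs came from 1 tag in 131 of 152 such barcodes, 86.2% (79.7 to 91.2), against 38.7% by chance, which argues against free molecules as the whole source, although a molecule read as several UMIs could raise this share as well. This test replaced an earlier one, which could not decide: of clones with at least 2 tagged cells, 9 of 9 had tags of 1 tumor only (66.4 to 100%), against 74.0% by chance.

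The number of cells that the paper reports could come from a mitochondrial limit that did not act, since 0 gene names begin with the mitochondrial mark before the genome prefix is removed. Without that limit 11045 cells were kept, next to the 11,022 cells of the paper and against 9078 with it. The limit excluded 1967 cells within the gene limits. The values are consistent with this explanation, but the match was seen before it was tested, and the paper's own steps are not known in that detail.

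The unnamed T_reg_ cluster with high *Havcr2* and a median of 918.5 UMIs might hold damaged cells that lost cytoplasmic RNA. The nuclear transcript *Malat1* was at 18020 CPM there and 4929 CPM in the other T_reg_ clusters, a ratio of 3.66, and mitochondrial genes took 3.07% of UMIs against 1.84%. These values are in line with damage, and the high checkpoint genes of that cluster may reflect it in part, which was not tested.

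*Areg* UMIs outside T_reg_ cells could be free RNA. The level was alike, at 69.0 CPM (63.7 to 74.6) in T_conv_ cells, 65.4 CPM (58.4 to 73.0) in CD8+ T cells and 82.4 CPM (70.5 to 95.8) in non-T cells. Free molecules would fall on cells one by one, and the numbers of *Areg* UMIs and the depth of each cell would then put a UMI in 16.5% of T_conv_, 22.4% of CD8+ T and 23.3% of non-T cells. One was found in 6.87% (6.05 to 7.77), 6.91% (5.54 to 8.49) and 10.3% (7.92 to 13.0), with up to 41, 54 and 38 UMIs in a cell. This argues against free RNA as the whole source. Expression in a few of these cells, T_reg_ cells placed among them and doublets with T_reg_ cells remain open and were not tested.

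Clones with cells among both T_reg_ and T_conv_ cells numbered 14. If their T_conv_ cells had been placed in the wrong lineage, they would have a *Foxp3* UMI about as often as T_reg_ cells with a clonotype, 77.9%. They had one in 1 of 16 cells, 6.25% (0.158 to 30.2), against 6.20% of other T_conv_ cells. However, lineages were assigned with *Foxp3*, by the level of a cluster or, in mixed clusters, by each cell's own UMIs. A low share among cells placed as T_conv_ is in part set by that assignment, so the test cannot decide, and wrong placement remains open. Conversion between lineages and clonotypes shared by chance were not tested.

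*Egfr* (ENSMUSG00000020122, chromosome 11, 16752203 to 16918158), the receptor gene of AREG that the paper studies in fibroblasts, had 0 UMIs in the T_reg_, T_conv_, CD8+ T and non-T cells kept, and 0 of 3539 T_reg_ cells allows a share of up to 0.0848%. *Il33* (ENSMUSG00000024810, chromosome 19, 29925114 to 29960718) had 6 UMIs in T_reg_ cells, 0.576 CPM (0.211 to 1.25).

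After *Areg*, the genes with the highest B16–IL-33 to B16 ratio in T_reg_ cells were *Dnajb1* at 3.69, *Hspa1a* at 3.43, *Sdc4* at 2.97 and *Penk* at 2.85, and those with the lowest were *Stmn1* at 0.231, *Nkg7* at 0.343, *Acin1* at 0.440, *Cxcr3* at 0.459 and *Ramp1* at 0.472. In CD8+ T cells, over 174 genes, the highest were *Tubb5* at 2.61, *Gzmb* at 2.22, *Lgals1* at 1.97, *Sub1* at 1.80 and *Sec61g* at 1.71, and the lowest *Gimap3* at 0.463, *Gzma* at 0.484, *Gimap4* at 0.525, *Lck* at 0.555 and *Junb* at 0.598. These ratios compare tagged cells of 1 pool and have no replicate check.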
